# Osteoclast-derived apoptotic bodies show extended biological effects of parental cell in promoting bone defect healing

**DOI:** 10.7150/thno.45170

**Published:** 2020-05-22

**Authors:** Qinyu Ma, Mengmeng Liang, Nathachit Limjunyawong, Yang Dan, Junchao Xing, Jianmei Li, Jianzhong Xu, Ce Dou

**Keywords:** Apoptotic body, Osteoclast, Vesicle bioinformatics, Cell coupling, Bone remodeling

## Abstract

Apoptotic bodies (ABs) traditionally considered as garbage bags that enclose residual components of dead cells are gaining increasing attentions due to their potential roles in intercellular communications. In bone turn over, at the end of bone resorption phase, most osteoclasts undergo apoptosis, generating large amounts of ABs. However, it remains unclear of the role of osteoclast-derived ABs in bone remodeling.

**Methods**: Staurosporine (STS) was used to apoptotic induction and differential centrifugation was used to isolate ABs. Western blotting, flowcytometry and Transmission electron microscopy (TEM) were performed for ABs identification, while whole transcriptome of ABs from osteoclasts at different stages was detected by RNA-seq. VENN analysis and gene set enrichment analysis (GSEA) were performed to compare the profile similarities between ABs and parental cells. *In vitro* efficacy of ABs on angiogenesis and osteogenesis were evaluated by tube formation assay and ALP staining. *In vivo*, calvarial defect mice model was used to assess the effects of ABs-modified decalcified bone matrix (DBM) scaffolds on angiogenesis and osteogenesis.

**Results**: Here we mapped the whole transcriptome paralleled with small RNA profiling of osteoclast derived ABs at distinct differentiation stages. Whole transcriptome analysis revealed significant differences in RNA signatures among the ABs generated from osteoclasts at different stages. By comparing with parental osteoclast RNA profiles, we found that the transcriptome of ABs exhibited high similarities with the corresponding parental cells. Functionally, *in vitro* and *in vivo* studies showed that similar with the parental cells, pOC-ABs potentiated endothelial progenitor cell proliferation and differentiation, whereas mOC-ABs promoted osteogenic differentiation. The inherited biological effects of ABs were shown mediated by several enriched lncRNAs of which the interference abolished AB functions.

**Conclusions**: Our study revealed the total RNA profiles of osteoclast derived ABs and demonstrated their biological functions. Both gene set and functional analysis indicated that osteoclast derived ABs are biologically similar with the parental cells suggesting their bridging role in osteoclast-osteoblast coupling in bone remodeling.

## Introduction

Extracellular vesicles (EVs) play a vital role in intercellular communication and signal transduction by transferring bioactive molecules from parental cells to recipient cells 1-3. EVs are widely classified into three subtypes: exosomes, microvesicles (MVs) and apoptotic bodies (ABs). The generation of all three EV subtypes is associated with cytoskeletal reorganization and membrane budding 4,5. Nevertheless, there are profound differences among these subtypes including their size, content and biogenesis. Exosomes are generally between 30 to 150 nm in diameter with specific lipid bilayer membrane structure, MVs are larger between 100 to 1000 nm in diameter and ABs are the largest between 1 to 5 μm in diameter 6,7. Exosomes and MVs are mostly produced by live cells, however; ABs are generated from apoptotic cells. Recent studies have demonstrated that various RNA species (including mRNAs, miRNAs, and lncRNAs) entrapped within EVs can be transferred from donor to acceptor cells and interfere in gene expression in the latter 8,9. While most of the above studies focused on exosomes and MVs, few studies reported the RNA function in ABs.

Cell apoptosis is a process of programmed cell death characterized by significant morphological changes and is considered to play a vital role in cell turnover, normal development and function of immune system 10,11. During apoptosis, the nucleus and cytoplasm of dying cell condense and segment under the contraction of actin skeleton and eventually generate ABs 5,10. Generally, packaging of intracellular organelles like endoplasmic reticulum, mitochondria and nuclear contents into ABs during apoptosis is considered to be a random process 12,13. The contents of ABs are stochastic and variable, and may contain nucleic acids, proteins and lipids 14-16. Some autoantigens can also be transferred into ABs during cell apoptosis such as histone 3, histone 2B, complement C1q C Chain (C1QC) and complement component 3B (C3B), thereby become specific markers of ABs 17,18. Increasing evidences suggested that ABs have regulatory roles in inflammation, autoimmune and cancer 18-20, raising the possibility that ABs may be key factors of intercellular communications. However, how ABs exert their biological functions remains unclear and studies are lack in revealing the contents in detail within ABs.

Osteoclast is the only known bone resorbing cell regulating bone remodeling and homeostasis. Stimulated by receptor activator of nuclear factor κB ligand (RANKL) and macrophage-colony stimulating factor (M-CSF), monocytes/macrophage progenitor cells first differentiate to mononuclear preosteoclasts (pOCs, 24 h after stimulation), upon continuous induction, pOC fuses with each other and differentiate to multinucleated mature osteoclasts (mOCs, 96 h after stimulation) 21. Although the nomenclature changes little, the function of pOC and mOC is completely different. Giant mOC is terminally differentiated and highly efficient in bone resorption, while pOC at its transition stage barely resorbs bone and secretes cytokines for anabolism 22. The most well recognized regulatory role of pOC is the pro-angiogenesis activity via secreting cytokines including PDGF-BB 23. As for mOC, the pro-osteogenic activities via RANKL reverse signaling couples bone resorption and bone formation 24, 25. Our group also previously characterized that pOC and mOC have significantly different transcriptome and small RNA signatures 26. The life span of osteoclasts is short relative to other bone cells of about two weeks 27,28. In bone turn over, at the end of bone resorption phase, most osteoclasts undergo apoptosis, generating a large amount of ABs and marking the termination of bone resorption and the initiation of bone formation 29. In this regard, osteoclast derived ABs periodically occurred in the bone remodeling microenvironment in large scale. However, whether these osteoclast-derived ABs participate in the process of bone remodeling and their potential biological function is completely unknown.

In this study, we mapped the expression of the whole-transcriptome paralleled with small RNA profiles in osteoclast derived ABs. For the first time, we demonstrated the presence of non-coding RNAs in ABs suggesting their diverse regulatory role in intercellular communication. By comparing with the total RNA profiles with the corresponding parental cells, a significant signature similarity was revealed. This similarity was further confirmed functionally by *in vitro* and *in vivo* tests.

## Materials and methods

### Osteoclast differentiation assay

For TRAP staining, bone marrow macrophage (BMM) were incubated in 96-well plates at a density of 5×10^3^ cells per well with M-CSF (50 ng/mL) and RANKL (100 ng/mL). At 0 h, 24 h and 96 h after stimulation, cells were fixed in 4% paraformaldehyde for 20 min and then stained with TRAP staining solution (0.1 mg/ml of naphthol phosphate disodium salt, 0.3 mg/mL of Fast Red Violet zinc chloride stain) according to the manufacturers' instructions. Relative TRAP activity was analyzed by colorimetry. For immunofluorescent (IF) staining, BMM were incubated in 96-well plates at a density of 5×10^3^ cells per well with M-CSF (50 ng/mL) and RANKL (100 ng/mL) for osteoclastogenesis. Specific procedures have been described in previous study 25,30. In short, cells were washed, fixed and permeabilized with 0.2% Triton X-100. After blocking, the cells were incubated with antibody against vinculin (1:500 diluted in blocking solution) for an hour at 37 °C. Then, nuclei counterstaining was conducted by staining with DAPI (1:1000) for 10 minutes followed by fluorescence microscopy and confocal microscopy observation.

### ABs generation and isolation

Staurosporine (obtained from MCE, Med Chem Express, diluted to 0.5μM) was added to induce cell apoptosis for 3 hours at 37 °C. After apoptosis induction, sequential centrifugation and sequential filtration was conducted to separate ABs. Specifically, media was collected from petri dish and centrifuged at 300×g for 10 min to eliminate cell debris. After that, the remaining supernatant was centrifuged at 3000×g for 30 min to pellet the AB-sized extracellular vesicles. After AB-sized extracellular vesicles from osteoclasts and STS-treated osteoclasts were separated, AB-sized extracellular vesicles were labelled with Annexin V-FITC in 500 μL binding buffer for 30 min at 21 °C. Next, AB-sized extracellular vesicles were centrifuged at 3000×g for 30 min in order to pellet again to remove binding buffer for the further identification and calculation.

### ABs identification and evaluation

AnnexinV-FITC and PI (included in apoptosis assay kit, purchased from Sigma) were used to mark ABs. The exposure of phosphatidylserine to the vesicle surface caused by apoptosis was measured by AnnexinV-FITC (20 mg/mL), and nuclear granularity and hypochromicity were examined by PI (50 mg/mL). Flow cytometry was then used to analyze and quantify the purity of separated ABs by event number quantification of AB-size vesicles. After quantification, AB-media was generated by adding 1×10^5^ ABs into 1mL of complete medium for further *in vitro* study.

### Total RNA sequencing

Total AB RNA was isolated using RNeasy mini kit (Qiagen, Germany). Paired-end libraries were synthesized by using the TruSeq™ RNA Sample Preparation Kit (Illumina, USA) following TruSeq™ RNA Sample Preparation Guide. Briefly, the poly-A containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations at 94 ℃ for 8 min. The cleaved RNA fragments were converted into first strand cDNA using reverse transcriptase and random primers. This was followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then underwent an end repair process, the addition of a single 'A' base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. Purified libraries were quantified by Qubit® 2.0 Fluorometer (Life Technologies, USA) and validated by Agilent 2100 bioanalyzer (Agilent Technologies, USA) to confirm the insert size and calculate the mole concentration. Cluster was generated by cBot with the library diluted to 10 pM and then was sequenced on the Illumina NovaSeq 6000 (Illumina, USA). All raw data of RNA-seq were uploaded to GEO database with accession number of GSE132230.

### Bioinformatics analysis and visualization

Data processing and statistical testing was conducted with the R programming language. All differentially expressed RNAs were screened with FDR adjusted p-value less than 0.05 and fold change more than 2.0. All input data were well prepared and transformed to readable formats before graphic drawing using R. The standardized relative expression ratios were calculated followed by a log2 transformation for further normalization between three samples. Hierarchical clustering heatmaps were performed using the complete agglomeration method of h-clust as implemented in the heatmap2 R package. Scatter plots were drawn by ggplot2 R package and VENN analysis was conducted by VENN diagram R package, respectively. Results of Gene ontology (GO) and KEGG pathway enrichment analysis were generated using clusterProfiler R package followed by preparation and processing of input data, eventually visualized using ggplot2 R package. Gene set enrichment (GSEA) analysis 31 was performed by clusterProfiler R package using our publicly available data (accession number GSE72478) 26 and predefined gene sets of GO biological process.

### Tube formation assay

To prepare Matrigel-coated plate, 24-well plate was placed on ice for 20-30 min and 250 µL of Matrigel (BD Biosciences, San Jose, CA, USA) was added into each well of the plate and incubated at 37 °C and 5% CO_2_ for 30 min to solidify Matrigel. After Matrigel polymerization, 1×10^4^ endothelial cells were seeded on the Matrigel with 500 μL AB-medium, and cells cultured with α-MEM as control. After incubation at 37 °C for 2 and 6 hours, tube network was observed in 5 randomly selected microscopic fields using an inverted microscope attached to a digital camera (Leica DM1600, Wetzlar, Germany) and quantified by measuring the cumulative tube lengths by ImageJ software.

### Fabrication of AB-modified DBM scaffolds

Decalcified bone matrix (DBM) were prepared from bovine limbs as previously reported 32. The DBM were cut into 2.5 mm cubes to fit the calvarial defect size. After being immersed in 75% ethanol for 2 h, the DBM were washed three times with PBS and then coated with 10 μg/mL fibronectin (Sigma) overnight at 37 °C. As for incubation, 50 μg of isolated ABs were resuspended in 50 μL of control media, subsequently followed by the incubation of DBM with AB-contained media for 6 hours at 37 °C. The DBM were then air dried and stored at 80 °C until they were used in experiments.

### Mice

Mouse experimental protocols were performed with the approval of the Third Military Medical University (TMMU) Animal Ethics Experimentation Committee. Male C57BL/6 mice (11-week-old) were obtained from the Animal Institution of TMMU. After euthanasia, bone marrow cells were isolated and cultured with M-CSF (50 ng/ml) for 48 h to obtain BMM precursor cells. The endothelial progenitor cells (EPCs) were separated from the bone marrow mononuclear cells (BMPCs) of C57BL/6 mice as previously described 33. After isolation, cells were cultured in α-minimal essential medium (α-MEM) (Gibco, BRL, Gaithersburg USA) containing 10% fetal bovine serum (FBS) and 1% Penicillin-streptomycin solution (Gibco, BRL, Gaithersburg USA) at 37 °C in a 5% CO2 humidified incubator. As for cranial drilling, mice were anesthetized by intraperitoneal injection of chloral hydrate (Sigma Aldtich, 2mg/100g), a sagittal median incision of 1.5 cm was made and two 2.5 mm-sized defects were created symmetrically on both sides of the calvaria bone using a dental micro-drill. Afterwards, the DBM pre-incubated with different ABs for 6h was implanted into the bone defect area. Mice were randomly divided into four groups: DBM repair (Vehicle, n = 8), BMM-AB-DBM repair (BMM-ABs, n = 8), pOC-AB-DBM repair (pOC-ABs, n = 8), mOC-AB-DBM repair (pOC-ABs, n = 8). After 2 weeks (for angiogenesis evaluation) or 4 weeks (for osteogenesis evaluation) of normal feeding, mice were euthanized for further evaluation. The calvarial bone of mice were removed and waited for further detection.

### Micro-CT

Image of the whole calvarial bone was obtained using a Bruker MicroCT Skyscan 1272 system (Kontich, Belgium) with an isotropic voxel size of 10.0 μm. Scanning was performed in 4% paraformaldehyde using a 60 kV X-ray tube with an X-ray intensity of 166 μA and an exposure time of 1700 ms. μCT scans of the whole calvarial bone of mice were performed using isotropic voxel sizes of 148μm. A 3D reconstruction of the images was conducted for the region of interest containing the DBM. Reconstruction was performed using a Nrecon (Kontich, Belgium). 3D images were acquired from contoured 2D images by methods based on distance transformation of the gray scale original images (Ver. 3.0.0, CTvox, Kontich, Belgium). 3D and 2D analysis were performed using software CT Analyser (Ver. 1.15.4.0, Kontich, Belgium). All images presented are representative of the respective groups.

### Statistical analysis

All data are representative of at least three experiments of similar results performed in triplicate unless otherwise indicated. Data are expressed as mean ± SD. One-way ANOVA followed by Student-Newman-Keuls post hoc tests was used to determine the significance of difference between results, with *p < 0.05, **p <0.01 being regarded as significant.

## Results

### Generation and characterization of BMM-ABs, pOC-ABs and mOC-ABs

We first designed procedures for isolation and characterization of ABs from osteoclasts of different stages (Figure 1A). BMM were isolated and cultured from 11-week old male C57BL/6 mouse hind limbs. For osteoclast differentiation, cells were treated with RANKL and M-CSF to generate pOC (24 h after stimulation) and mOC (96 h after stimulation). TRAP stain and IF stain of actin ring were performed (Figure 1B), and the numbers of TRAP positive cell and actin ring positive cell were quantified to validate the stages of the cells (Figure 1C). The gene array analysis further confirmed that BMM, pOC and mOC have distinct expression profiles of osteoclast specific genes (Figure 1D). To generate AB, we used staurosporine (STS) to induce the apoptosis of BMMs, pOCs and mOCs 34. Light microscopic analyses of viable and apoptotic cells were performed to confirm the apoptotic induction of STS treatment after 3-hr incubation with subcellular fragment count quantification (Figure S1A, S1B). Then, differential centrifugation was conducted to remove large cell debris and other extracellular vesicles 35. ABs-sized EVs were pelleted for characterization and analysis for vesicle size and specific biomarkers. Western blot analysis showed that specific AB markers such as histone 3 (H3), histone 2B (H2B), C1QC and C3B were much more abundant in separated ABs comparing to untreated BMMs (Figure 1E). We then used flow cytometry to analyze the purity and vesicle size of the generated ABs. Platelets whose size (1-4 μm) is similar to ABs were used as a scale for comparison. The results showed that differential centrifugation yielded more than approximately 80% ABs (Figure 1F). We also noticed that about 5%-15% of ABs are PI positive suggesting the containing of DNA fragments. It is worth noting that due to the technology and methodology limitations, AB samples after differential centrifugation still contain a small amount of microparticles (< 1μm, R3 gate in Figure 1F) and cell debris (> 4μm, R1 gate in Figure 1F). Annexin V/PI staining analyzed by flow cytometry revealed that relative to live cell, ABs are mostly (above 80%) positive for Annexin V (Figure 1G, Figure S1C). AB integrity and morphology were then checked using transmission electron microscopy (TEM) (Figure S1D).

### Transcriptional profiling of BMM-ABs, pOC-ABs and mOC-ABs

To study the whole transcriptomes of BMM-ABs, pOC-ABs and mOC-ABs, total RNAs of ABs were extracted and RNA-seq was performed using the Illumina NovaSeq 6000. 

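The authors deposited 1 library each of BMM-ABs, pOC-ABs and mOC-ABs, the apoptotic bodies of bone marrow macrophages, preosteoclasts and mature osteoclasts from 11-week-old male C57BL/6 mice. The sample titles name the cells, while the paper and the description of the series speak of ABs, and the libraries were taken as ABs. With 1 library per condition there are no replicates, and no difference between ABs can be compared with a spread between samples. The paper gives 24 h of RANKL for pOCs and 96 h for mOCs, and 0.5 μM staurosporine for 3 h to induce apoptosis. The sample labels give 24 h and 72 h or more, and 500 μM alendronate for 12 h. M-CSF is 50 ng/ml in the paper and, beside RANKL at 100 ng/ml, 30 ng/ml in the labels. For each mRNA and lncRNA transcript the tables list the reads counted on it and its FPKM, which divides the reads by the transcript length and by the total of the library. For each circRNA they list the reads across its back-splice junction and its SRPBM, the same reads divided by 1 constant per library. That constant was 11.1 in BMM-ABs, 8.37 in pOC-ABs and 10.3 in mOC-ABs. The mRNA reads summed to 9100082 in BMM-ABs, 7387317 in pOC-ABs and 7705592 in mOC-ABs, and the lncRNA reads to 3634682, 4478015 and 3851365. The junction reads of circRNAs summed to 3413, 2380 and 4014. The FPKM of mRNAs had been scaled to the total of the mRNA table alone, and that of lncRNAs to the total of both tables. Ratios between ABs were taken from the deposited FPKM or SRPBM without a pseudocount, and a value above 0 against a value of 0 passed any fold-change limit. The 95% confidence intervals of single RNAs are exact binomial intervals from the reads of the compared libraries (Clopper-Pearson), and they cover counting error only. Where 1 of the compared libraries had 3 reads or fewer, the fold is given against 3 reads. It is not a confidence limit, and the 95% limit of the ratio can lie closer to no change. Coordinates are those of GRCm38, and gene names and transcript types are those of GENCODE M21.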

Three comparison groups were established according to the differentiation stages of parental cells, pOC-ABs vs BMM-ABs (G1), mOC-ABs vs BMM-ABs (G2), and mOC-ABs vs pOC-ABs (G3). Based on whether RNAs in the transcriptome can encode proteins, we divided RNAs into protein coding messenger RNAs (mRNAs) and non-protein-coding RNAs (ncRNAs). 

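The table of mRNAs lists 56651 Ensembl transcripts, of which 56422 were found in GENCODE M21 and 229 were not. They belong to 15844 genes, 12392 of them protein-coding. The annotation calls 27924 of the transcripts (49.3%) protein-coding, 14921 (26.3%) retained introns, 6568 (11.6%) processed transcripts, 3581 (6.32%) targets of nonsense-mediated decay and 1906 (3.36%) processed pseudogenes. Protein-coding transcripts held 81.1% of the mRNA reads in BMM-ABs, 77.6% in pOC-ABs and 80.3% in mOC-ABs. The table of lncRNAs lists 23718 transcripts, 20341 from NONCODE, 3116 from Ensembl and 261 assembled from the reads. The listed loci equal those of GENCODE M21 for 98.8% of the Ensembl lncRNAs. The table of circRNAs lists 1372 back-splice junctions, 1285 in exons, 60 in introns and 27 between genes. A host gene is named for 1345 of them, and 998 different host genes are named.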

Differentially expressed RNAs were gated with statistical significance at FDR adjusted *p* < 0.05 and fold change greater than 2.0. For mRNAs, 14,924 transcripts in total were detected and the corresponding expression profiles were presented with clustered heatmap and scatter plots (Figure S2A, S2B). 

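Every one of the listed mRNA transcripts had an FPKM above 0 in at least 1 library, and 45701 had one in all 3. The number above 0 was 53195 in BMM-ABs, 51256 in pOC-ABs and 50703 in mOC-ABs. Counting all transcripts of a gene as 1 RNA moved the total most, to 16073. The median transcript had 35 reads over the 3 libraries together, and 38.8% had fewer than 20. Across transcripts, which are not independent replicates, the Spearman correlation of log2 (FPKM + 1) was 0.733 between BMM-ABs and pOC-ABs, 0.729 between BMM-ABs and mOC-ABs and 0.732 between pOC-ABs and mOC-ABs. The Pearson correlations were 0.872, 0.874 and 0.881. Restricting the transcripts to those with an FPKM of at least 1 in at least 1 library moved the Spearman correlation between BMM-ABs and pOC-ABs to 0.699. With the transcripts of each gene summed, the Spearman correlations were 0.960, 0.958 and 0.964. The highest FPKM in every library was that of Gm47299 (ENSMUST00000196643, chromosome 12, 69361179 to 69361258), at 29108 in BMM-ABs, 56013 in pOC-ABs and 42712 in mOC-ABs. This locus overlaps the 7SL RNA gene Rn7s2, so its reads cannot be assigned to either gene. The next highest were mt-Co1 (8589) and Gm22068 (6676) in BMM-ABs, mt-Rnr2 (22921) and Gm22068 (10782) in pOC-ABs, and Gm22068 (9058) and Eef1a1 (7375) in mOC-ABs.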

Venn analysis results showed that 1,196, 343 and 1,104 genes were specifically expressed in BMM-ABs, pOC-ABs and mOC-ABs and were hierarchical clustered (Figure S2C, S2D). 

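With the intersections drawn in Figure 2C, a signature of BMM-ABs was a transcript with a ratio below 0.5 in both G1 and G2. A signature of pOC-ABs had a ratio above 2 in G1 and below 0.5 in G3, and a signature of mOC-ABs had one above 2 in both G2 and G3. The deposited FPKM gave 8170 mRNA signatures of BMM-ABs, 5482 of pOC-ABs and 4076 of mOC-ABs. Because the comparisons share libraries, 3 libraries that differ only by counting error also give signatures. In 100 sets of Poisson draws with each transcript at 1 level in all libraries, their mean number was 2209, 2439 and 1923. With an exact binomial test of the reads (two-sided, Benjamini-Hochberg adjusted) required in both comparisons, 3612, 2280 and 2024 signatures were left. This test compares those libraries, not the conditions. Fewer than 20 reads over the 3 libraries lay behind 50.5% of the signatures of BMM-ABs, 57.0% of those of pOC-ABs and 50.7% of those of mOC-ABs. Summing the transcripts of each gene moved the numbers most, to 952, 740 and 548. Among the protein-coding genes alone there were 656, 380 and 381.

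**Figure D1:**
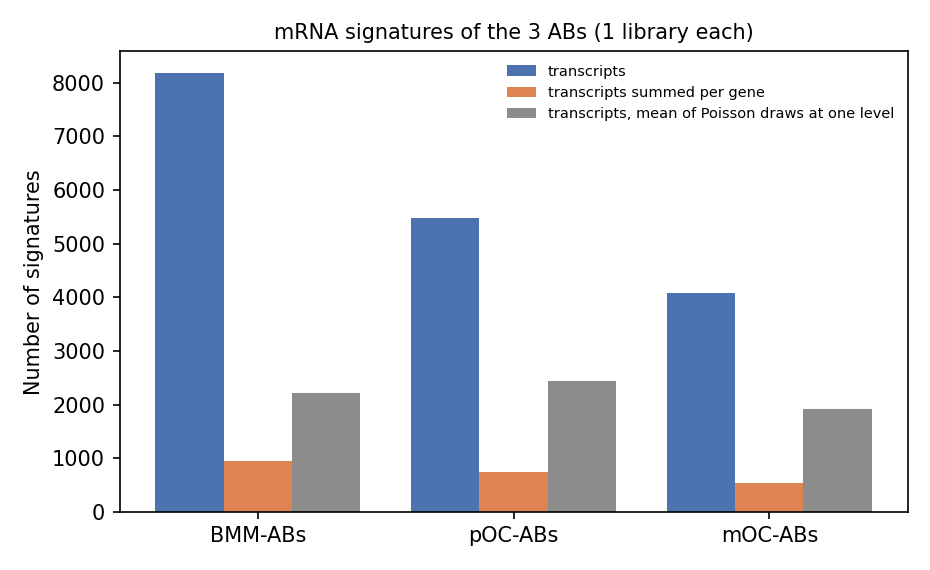
Number of mRNA signatures (vertical axis, linear scale from 0) of BMM-ABs, pOC-ABs and mOC-ABs, for transcripts, for transcripts summed per gene, and as the mean of Poisson draws at 1 level. The transcript numbers lie between 4076 and 8170, and the gene numbers between 548 and 952.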

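Among signatures with an FPKM of at least 1 in their AB, ranked by the smaller of the 2 log2 ratios with a pseudocount of 1, the top mRNA signatures were mostly single transcripts of genes whose summed reads differed little between ABs. The top signature of BMM-ABs was the Ldha transcript ENSMUST00000209984 (chromosome 7, 46847082 to 46855626), with 11065 reads in BMM-ABs, 10 in pOC-ABs and 7 in mOC-ABs. Its log2 ratio was -9.81 in G1 (95% confidence interval -10.87 to -8.93) and -10.39 in G2. Over the 15 listed Ldha transcripts the reads summed to 13579, 12213 and 12967. A transcript of Rpl7 with a retained intron had 1159, 2 and 0 reads, while the gene had 6742, 6171 and 6486 reads in total. Against 3 reads the transcript was 314-fold lower in pOC-ABs and 327-fold lower in mOC-ABs. The upper 95% limit of its log2 ratio was -7.02 in G1 and -8.05 in G2. The small nuclear RNA Rnu11, with 1 listed transcript, had 142, 1 and 1 reads. Against 3 reads it was 38.4-fold lower in pOC-ABs and 40.1-fold lower in mOC-ABs. The upper 95% limit of its log2 ratio was -4.35 in G1 and -4.41 in G2. For pOC-ABs, a transcript of Ptms had 0, 1092 and 0 reads in BMM-ABs, pOC-ABs and mOC-ABs, against 2710, 2718 and 3597 for the gene. A transcript of Pgk1 had 9, 3295 and 8 reads, against 8844, 7874 and 7508 for the gene. Gm45717, with 1 listed transcript, had 5, 1010 and 0 reads and a log2 ratio of 7.96 in G1. For mOC-ABs, the small nuclear RNA Gm24950 had 969 reads in mOC-ABs and 0 in the other ABs. A transcript of Lcp1 had 7, 3 and 5660 reads, against 6912, 6507 and 9072 for the gene. A transcript of Capg had 12, 36 and 6183 reads, against 7106, 7614 and 8951 for the gene.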

Top 20 most differentially expressed mRNAs were clustered for better observation (Figure S2E). We then performed GO to better understand the functions and characteristics of identified mRNA signatures of three ABs (*p* < 0.05). GO analysis were classified into biological process (BP), cellular component (CC) and molecular function (MF), also showed remarkable differences among different groups (Figure S3). For ncRNAs, 20,889 lncRNAs, 640 miRNAs and 769 circRNAs were detected and the expression profiles were presented in clustered heatmaps and scatter plots (Figure 2A, B Figure S4A, B, E, F). 

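Among the lncRNAs, 16245 had an FPKM above 0 in all 3 libraries, and the number above 0 was 21682 in BMM-ABs, 20863 in pOC-ABs and 18866 in mOC-ABs. The median lncRNA had 13 reads over the 3 libraries, and 61.4% had fewer than 20. The Spearman correlation across lncRNAs was 0.548 in G1, 0.586 in G2 and 0.537 in G3. The highest FPKM in every library were those of the 7SL RNAs Rn7s1 (314197 in BMM-ABs, 493963 in pOC-ABs and 434560 in mOC-ABs) and Rn7s2 (104703, 182530 and 149340). These are copies of 1 RNA that can share reads. Next came Rmrp, the RNA of RNase MRP, with 41640, 97614 and 98485, and in pOC-ABs Rpph1, the RNA of RNase P, with 32971, 109623 and 61738. The 10 lncRNAs with the most reads took 24.4% of all mRNA and lncRNA reads in BMM-ABs, 33.7% in pOC-ABs and 29.8% in mOC-ABs. Of the circRNAs, 183 had a junction read in all 3 libraries, 697 in BMM-ABs, 520 in pOC-ABs and 778 in mOC-ABs. The median circRNA had 3 junction reads and 94.0% had fewer than 20, and the Spearman correlation across circRNAs was 0.116 in G1, 0.0694 in G2 and 0.122 in G3. The circRNAs with the most junction reads came from Pvt1 (64), Tcf20 (63) and Uck2 (56) in BMM-ABs, from Tulp4 (54), Asph (50) and Gm21992 (46) in pOC-ABs, and from Tns3 (70), Asph (56) and Pvt1 (53) in mOC-ABs. The miRNAs were not analysed here.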

VENN analysis was performed to screen out ncRNA signatures of three ABs followed by hierarchical clustering (Figure 2C, D; Figure S4C, D, G, H). These ncRNA signatures identified in different ABs may serve as potential biomarkers for identification of ABs categories. 

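Under the same intersections there were 5327 lncRNA signatures of BMM-ABs, 3540 of pOC-ABs and 1410 of mOC-ABs. Poisson draws at 1 level gave 1328, 1362 and 1775 on average, more for mOC-ABs than were observed. The exact binomial test of the reads left 1294, 780 and 202. Fewer than 20 reads lay behind 61.6%, 70.2% and 83.6% of these signatures. Among lncRNAs with 20 reads or more there were 2045, 1055 and 231 signatures, and the draws gave 71.4, 69.6 and 79.3. A pseudocount of 1 moved the numbers most, to 375, 424 and 128. By the ranking used for mRNAs, the top lncRNA signatures of BMM-ABs were NONMMUT043279.2 (chromosome 3, 60877817 to 60878845), with 941, 3 and 4 reads in BMM-ABs, pOC-ABs and mOC-ABs, NONMMUT066955.2, which overlaps E2f4, with 234, 2 and 2, and NONMMUT000579.2, which overlaps Actr1b, with 250, 2 and 2. Those of pOC-ABs were NONMMUT057857.2, which overlaps Rab7, with 1, 351 and 1 reads, NONMMUT006357.2, which overlaps Fgf22 and Rnf126, with 2, 249 and 3, and NONMMUT033610.2 at the Malat1 locus, with 0, 1544 and 0. Those of mOC-ABs were NONMMUT012087.2, which overlaps Gm24950, with 0, 0 and 757 reads, NONMMUT142196.1, which overlaps Gm48338 and Gm9512, with 1, 1 and 350, and NONMMUT036579.2, which overlaps Ptpa, with 1, 1 and 126. The table gives no strand for lncRNAs, so reads at these loci cannot be assigned between the lncRNA and the overlapping gene. Other transcripts at these loci were not summed, so counts moving between overlapping transcripts are not excluded.

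**Figure D2:**
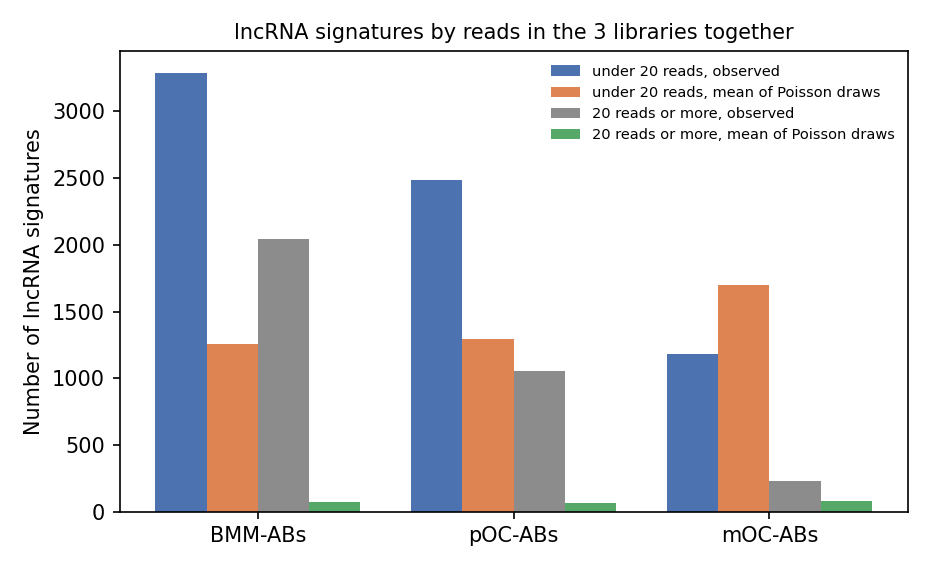
Number of lncRNA signatures (vertical axis, linear scale from 0) of BMM-ABs, pOC-ABs and mOC-ABs with fewer than 20 reads and with 20 reads or more over the 3 libraries, observed and in Poisson draws at 1 level. Of the mOC-AB signatures 1179 were observed with fewer than 20 reads against 1696 in the draws, and 231 with 20 reads or more against 79.3.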

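There were 348 circRNA signatures of BMM-ABs, 247 of pOC-ABs and 438 of mOC-ABs, against 171, 165 and 183 in the draws at 1 level, and 2, 0 and 4 of them passed the exact binomial test. The top circRNA signatures of BMM-ABs were a junction on chromosome 8 (19682275 to 19784850) that spans several genes, with 31 reads in BMM-ABs and 0 in the other ABs, one of Runx1, with 30, 0 and 0, and one of Dennd1b, with 16, 4 and 7. For pOC-ABs they came from Maml3 (4, 10 and 3 reads), Dock8 (3, 9 and 3) and Ipo5 (0, 9 and 4). For mOC-ABs they came from Rps14 (0, 0 and 17 reads), from a junction on chromosome 13 (67546625 to 67623563) that spans Zfp729a, Zfp729b and Zfp748 (0, 0 and 16) and from Bbs9 (9, 12 and 53).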

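With a ratio above 2 counted as upregulated and one below 0.5 as downregulated, 24196 mRNAs were differentially expressed in G1, 24900 in G2 and 23934 in G3. The draws at 1 level gave 11941, 11531 and 12304. Upregulated mRNAs made up 40.5% of those in G1 (95% Wilson confidence interval 39.9% to 41.1%), 35.0% in G2 (34.4% to 35.5%) and 40.9% in G3 (40.3% to 41.6%). The Wilson intervals treat RNAs as independent, which they are not, and cover neither the scaling nor a spread between libraries. Median-of-ratios size factors moved the share in G3 most, to 49.6%, and summing the transcripts of each gene lowered the numbers to 3195, 3571 and 3180. For lncRNAs the numbers were 12952 in G1, 13861 in G2 and 12966 in G3, against 7704, 7737 and 7922 in the draws. Upregulated lncRNAs made up 40.3% in G1 (39.5% to 41.2%), 20.5% in G2 (19.8% to 21.2%) and 33.2% in G3 (32.4% to 34.0%). For circRNAs the numbers were 809, 931 and 871, against 698, 700 and 705 in the draws, and 40.7% (37.3% to 44.1%), 56.2% (53.0% to 59.3%) and 65.4% (62.2% to 68.5%) were upregulated. When the exact binomial test was also required, 4624 mRNAs were upregulated and 6542 downregulated in G1, 4269 and 7557 in G2 and 4393 and 5742 in G3. For lncRNAs these numbers were 1167 and 2096 in G1, 456 and 2623 in G2 and 483 and 1822 in G3. For circRNAs they were 2 and 3 in G1, 11 and 3 in G2 and 6 and 1 in G3.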

We then divided the differentially expressed RNAs into upregulated RNAs and downregulated RNAs, and analyzed the proportion of differentially expressed RNAs in each comparison group (Figure S5). Results showed that mRNA and lncRNA account for more than 95% of the total RNA cargo; however, the mRNA in ABs reflects more about the gene expression pattern of parental cells instead of their own function as mRNA in ABs is rarely translated 36. 

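Of the mRNAs, lncRNAs and circRNAs with a value above 0 in at least 1 library, 69.3% were mRNAs, 29.0% lncRNAs and 1.68% circRNAs, so that mRNA and lncRNA together made up 98.3%. Requiring a value of at least 1 moved this share most, to 99.8%. The share counts different RNAs and not their amounts, and it leaves out miRNAs, which were not analysed here. By reads, the lncRNA table held 28.5% of the mRNA and lncRNA reads in BMM-ABs, 37.7% in pOC-ABs and 33.3% in mOC-ABs. The paper reasons that mRNA in ABs is rarely translated and so reflects the parental cells, that lncRNA acts as a regulator carried by vesicles, and turns to the lncRNAs on these grounds.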

LncRNA, on the other hand, has been shown to serve profound regulatory roles through vesicle transportation 37. In this regard, we focused on lncRNAs to understand the biological functions of osteoclast derived ABs. Collectively, we mapped the transcriptome and small RNA profiling of BMM-ABs, pOC-ABs and mOC-ABs in detail. Besides, bioinformatic analysis revealed a clearly distinct function of these ABs based on their different genetic contents. We previously reported the genomic and functional difference of osteoclasts at different stages on a cellular level 26. Similar conclusion was obtained from the ABs derived from correspondent parental cell. We then ask if there is a biological connection between ABs and their parental cells.

### Transcriptional similarities of osteoclast derived ABs and corresponding parental cells

To compare the transcriptome of osteoclast derived ABs with corresponding parental cells (pOC and mOC), we performed VENN analysis of two data sets for all identified RNAs between ABs and the corresponding parental cells. Results indicated the approximately 75% overlaps between the whole transcriptomes of ABs and their parental cells, whereas the overlaps between ABs and non-parental cells were only less than 40% (Figure 3A). Then, we performed gene set enrichment analysis (GSEA) to search the correlations between RNA signatures of ABs and the parent cells by using our previously described gene expression data of BMMs, pOC and mOC 26. Similarly, pOC-AB transcriptomic signatures bore resemblance to a pOC-like phenotype, while mOC-AB better exhibited a mOC-like phenotype (Figure 3B). It has been demonstrated that the vesicles carrying lncRNAs are well recognized for their regulatory roles 37,38. Using GSEA, we further identified that lncRNA signatures of ABs also shared high similarities with the parental cells (Figure 3C). We also identified the mRNA signature similarity of ABs with the parental cells (Figure 3D). Together, we demonstrated that pOC-ABs and mOC-ABs exhibited a high degree of similarity to the parental cell pOC and mOC on the transcriptomic level.

### Functional similarities of ABs with parental osteoclasts are mediated by key lncRNAs

To investigate if the transcriptional similarities between ABs with corresponding parental cells may extend to the functional level, we first used cis and trans relationship to predict the target mRNAs of lncRNAs 39 in pOC-ABs. Top 6 most differentially expressed lncRNAs (marked in red) and corresponding predicted interacting mRNAs (marked in blue) were shown in different sub-networks (Figure 4A). 

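Of the lncRNAs in Figure 4A, B230354K17Rik, Gm12976 and Ftx were analysed here, and Gm42523, Gm13075 and Gm16222 were not analysed here. The B230354K17Rik transcript ENSMUST00000181149 (chromosome 17, 45433852 to 45442544) had 146 reads in BMM-ABs, 70 in pOC-ABs and 117 in mOC-ABs. Its FPKM was 2.34, 1.20 and 2.07, and its log2 ratio was -0.96 in G1 (95% confidence interval -1.39 to -0.54) and 0.78 in G3 (0.34 to 1.23). It was a signature of no AB. A NONCODE transcript at the same locus, NONMMUT029772.2, had 7, 47 and 1 reads and was a signature of pOC-ABs. With both summed, the locus had 153, 117 and 118 reads. The Ensembl transcripts of Gm12976 (chromosome 4, 129261965 to 129265010) had 2, 3 and 4 and 0, 3 and 4 reads and were signatures of no AB. A pair of overlapping NONCODE transcripts with 1, 5 and 0 and 1, 4 and 1 reads were signatures of pOC-ABs. None of these transcripts had more than 5 reads in any library. For Ftx (chromosome X, 103560907 to 103623790), ENSMUST00000123841 had 4, 9 and 6 reads, with a log2 ratio of 1.27 in G1 (-0.57 to 3.42) and -0.55 in G3 (-2.32 to 1.11). The other Ensembl transcripts that the annotation assigns to Ftx, ENSMUST00000125419, ENSMUST00000145803 and ENSMUST00000156211, had 3, 6 and 24 reads in BMM-ABs and 0 in the other ABs, and were signatures of BMM-ABs. The last of these was 7.45-fold lower in pOC-ABs against 3 reads, with an upper 95% limit of the log2 ratio of -2.49. Over the 15 listed transcripts that overlap Ftx the reads summed to 216, 96 and 88, and 7 of the transcripts were signatures of BMM-ABs and 1 of pOC-ABs. The sum reversed the log2 ratio in G1, to -1.07. Since the table gives no strand, reads of overlapping genes cannot be told from those of the lncRNA.

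**Figure D3:**
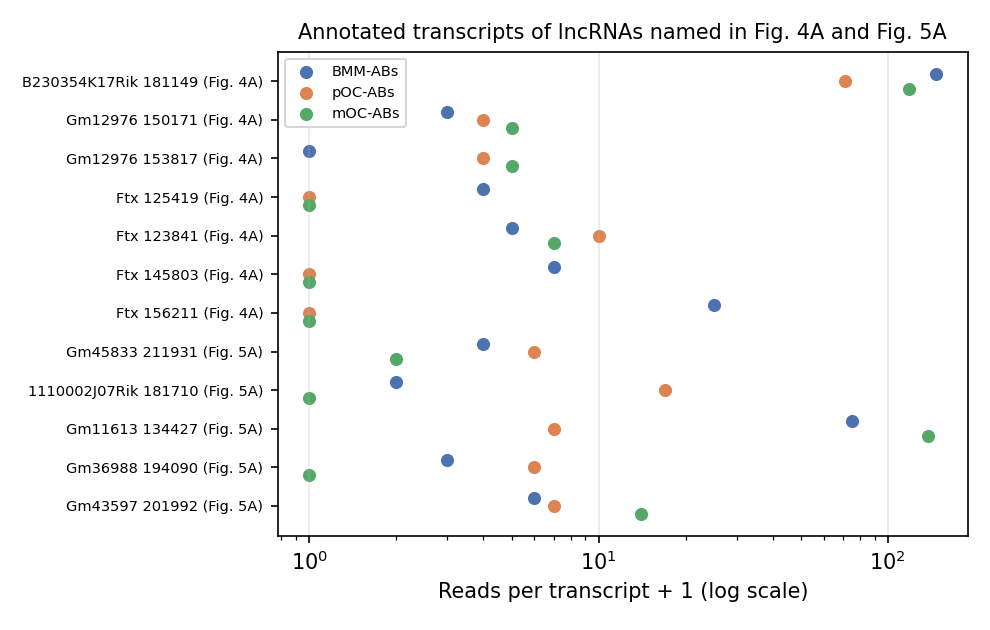
Reads + 1 (horizontal axis, log scale) of the annotated transcripts of the lncRNAs of Figures 4A and 5A (vertical axis, each with the last digits of its Ensembl identifier) in BMM-ABs, pOC-ABs and mOC-ABs, with 1 point per library. The B230354K17Rik transcript has 146, 70 and 117 reads.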

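Of the 93 predicted target mRNAs in Figure 4A, 92 had transcripts in the tables, and the FPKM of each gene was summed. Their median log2 ratio (pseudocount 1) was -0.17 in G1 (95% order-statistic confidence interval -0.22 to -0.051), with 35 genes higher and 57 lower in pOC-ABs. Among 10000 random lists of the same size, matched on mean expression, this median lay at percentile 0.230, and the median of the random lists was -0.011. In G3 the median was -0.017 (-0.17 to 0.072), at percentile 74.2. Median-of-ratios size factors moved the median in G3 most and changed its sign, to 0.050. These percentiles describe the compared libraries and do not test the conditions. The random lists were drawn from all listed genes and were not matched on transcript length or gene type. Over protein-coding genes the log2 ratio in G1 fell with transcript length (Spearman correlation -0.25). Whether length moves the percentile in G1 was not tested.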

We further found that these vesicular lncRNA linked mRNAs were highly enriched in angiogenesis related BP terms, which indicated that pOC-ABs are potentially pro-angiogenic similar with the parental cell (Figure 4B). Among which, targeting genes of both lncRNA *GM16222*, *FTX* and *B230354K17RIK* were found to include *Pecam1* (encoded for platelet/endothelial cell adhesion molecule 1 or CD31), *Kdr* (encoded for vascular endothelial growth factor receptor 2), and *TGFβ1* (Figure S6A). Our previous study has found that ABs can be engulfed by recipient cells and subsequently regulate their cell differentiation through signal transduction 25. Hence, we generated AB-media by adding cell-free ABs derived from BMM, pOC and mOC to the complete medium of endothelial progenitor cells (EPCs) to further examine whether ABs have an impact on angiogenesis (Figure 4C). Consistent with our bioinformatics predictions, the cumulative tube length formed by EPCs was remarkably longer when incubated with pOC-ABs compared with control media without ABs (Figure 4D). Expression of *Pecam1* and *Kdr* showed significant increase in EPCs cultured with pOC-AB-media (Figure 4E).

The expressions of three lncRNAs were validated by qPCR analysis in parental pOCs (Figure S6C) and pOC-ABs (Figure 4F). Linear regression analysis revealed highly positive correlations between lncRNAs and the pro-angiogenic genes (Figure 4G). We then constructed lentivirus to interfere with the expression of *GM16222*, *FTX* and *B230354K17RIK* (Figure S6E, F). Knockdown of *GM16222* in pOCs resulted in the abrogation of pro-angiogenic genes upregulation (Figure 4H). EPCs were then cultured using relative lncRNA-knockdown pOC-AB-media for tube formation assay (Figure 4I). Quantitative analysis showed that *GM16222* knockdown among the three lncRNAs significantly reduced the cumulative tube length, whereas no significant change in cumulative tube length was observed after *FTX* and *B230354K17RIK* knockdown (Figure 4J).

Likewise, we predicted the target mRNAs of lncRNA signatures in mOC-ABs and constructed the lncRNA-mRNA prediction network of top 7 most differentially expressed lncRNAs in mOC-ABs (Figure 5A). 

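Of the lncRNAs in Figure 5A, Gm28441 was not analysed here. The Gm11613 transcript ENSMUST00000134427 (chromosome 11, 97644184 to 97660367) had 74 reads in BMM-ABs, 6 in pOC-ABs and 137 in mOC-ABs. Its log2 ratio was 1.03 in G2 (95% confidence interval 0.61 to 1.46) and 4.55 in G3 (3.39 to 6.02), which made it a signature of mOC-ABs. By the smaller of these ratios, taken without a pseudocount, it ranked 1404 of the 1410. Over the 5 listed transcripts that overlap this gene the reads summed to 327, 201 and 267, which changed the sign of the log2 ratio in G2, to -0.15. Of these transcripts 1 was a signature of BMM-ABs, 1 of pOC-ABs and 1 of mOC-ABs. That of BMM-ABs, NONMMUT141088.1, had 229, 88 and 100 reads, and that of pOC-ABs, NONMMUT011810.2, had 11, 63 and 6. The Gm43597 transcript ENSMUST00000201992 (chromosome 5, 150599932 to 150607003) had 5, 6 and 13 reads and log2 ratios of 1.52 in G2 (-0.06 to 3.36) and 1.15 in G3 (-0.34 to 2.84). It was a signature of mOC-ABs, though at this depth no difference was detectable. Gm36988 (ENSMUST00000194090, chromosome 2, 4316479 to 4318886) had 2 reads in BMM-ABs, 5 in pOC-ABs and 0 in mOC-ABs, and was a signature of pOC-ABs. In mOC-ABs its FPKM is listed at 0, and at this depth no difference was detectable. The 1110002J07Rik transcript ENSMUST00000181710 (chromosome 10, 66912489 to 66920258) had 1, 16 and 0 reads and was a signature of pOC-ABs. Against 3 reads it was 5.72-fold higher than in BMM-ABs, and its log2 ratio in G1 had a lower 95% limit of 1.42. At its locus 5 listed transcripts summed to 36, 28 and 32 reads, and 1 of them was a signature of BMM-ABs, 1 of pOC-ABs and 2 of mOC-ABs. The sum changed the sign of the log2 ratio in G1, to -0.26. Gm45833 (ENSMUST00000211931, chromosome 8, 121666814 to 121674088) had 3, 5 and 1 reads and was a signature of no AB. The RefSeq locus of E330032C10Rik (chromosome 17, 73250986 to 73254144) is overlapped by a NONCODE transcript, NONMMUT030501.2, which had 0, 2 and 2 reads, so no fold is given.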

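Of the 84 predicted target mRNAs in Figure 5A, 83 had transcripts in the tables. Their median log2 ratio was -0.13 in G2 (95% confidence interval -0.23 to -0.0145), with 30 genes higher and 53 lower in mOC-ABs, and lay at percentile 14.6 of the matched random lists. In G3 it was -0.099 (-0.21 to -0.020), with 31 higher and 52 lower, at percentile 16.1. Size factors changed the sign of the median in G2, to 0.0068.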

GO enrichment analysis was performed on the specific expressed mRNAs in mOCs and predicted target mRNAs of lncRNA signatures in mOC-ABs revealing high enrichment related with osteogenesis (Figure 5B). We found three lncRNAs *E330032C10RIK*, *GM11613* and *GM36988*, with their potential targeting genes all include *Alpl* (encoded for alkaline phosphatase), *Runx2* (encoded for runt related transcription factor 2), and *Mef2c* (Figure S6B). Preosteoblastic MC3T3-E1 cells cultured with AB-media revealed that mOC-AB specifically increased the ALP activity, and *Alpl*, *Runx2* expression (Figure 5C-E). Quantitative PCR analysis was performed validating the high expression of these three lncRNAs in parental mOC (Figure S6D) and mOC-ABs (Figure 5F). Linear regression analysis revealed highly positive correlations between lncRNAs and the pro-osteogenic genes (Figure 5G). We then constructed lentivirus interfering with the expression of *E330032C10RIK*, *GM11613* and *GM36988* (Figure S6E, G). Knockdown of *E330032C10RIK* and *GM36988* in mOCs resulted in the abrogation of pro-osteogenic genes upregulation (Figure 5H). Corresponding lncRNA-knockdown mOC-ABs were co-cultured with MC3T3-E1 cells for ALP and Alizarin red stain (Figure 5I, Figure S6H). Quantitative analysis showed that knockdown of *E330032C10RIK* and *GM36988* significantly decreased ALP activity and mineralization, whereas no significant difference was observed after *GM11613* knockdown (Figure 5J). Collectively, we demonstrated the important role of key lncRNAs in AB-involved angiogenic and osteogenic activities. These key lncRNAs determined the biological roles of ABs in angiogenesis and osteogenesis, deletion of these key lncRNAs resulted in diminished or loss of corresponding functions.

We also explored deeper trying to understand the underlying molecular mechanism of the AB derived lncRNA effects. *In vitro* results suggested that both lncRNA *GM16222* and *E330032C10RIK* may serve as competing endogenous RNA (ceRNA) that bind with relative miRNAs regulating cell differentiation (Figure S7, S8). Detailed description is included in the supplementary text.

### pOC-ABs induce angiogenesis and mOC-ABs promote osteogenesis *in vivo*

To confirm the functional similarities of ABs with parental cells *in vivo*, we generated calvarial defect mice using cranial drilling. This mouse model is useful to evaluate the effects of cells- or EVs-modified scaffolds on angiogenesis and osteogenesis 40,41. DBM pre-incubated with different ABs was grafted in the defect area followed by normal breeding for two weeks (for angiogenesis evaluation) or four weeks (for osteogenesis evaluation) before euthanasia. Previous studies identified a distinctive subtype of vessel known as type H vessel that strongly positive for CD31 and endomucin (CD31^hi^Emcn^hi^), was demonstrated to couple angiogenesis and osteogenesis during bone remodeling 23,42. Here we performed immunostaining of CD31 and Emcn to explore the impact of ABs on type H vessel formation (Figure 6A). Quantitative analysis showed that fold change signal intensities of CD31 and Emcn of mice grafted with pOC-AB-DBMs was the highest suggesting the promoting effect of pOC-ABs on angiogenesis (Figure 6B). For more specific osteogenic potency evaluation, bone regeneration was evaluated by micro-CT four weeks after implantation of DBM incubated with different ABs (Figure 6C). Quantitative analysis confirmed that both pOC-ABs and mOC-ABs enriched DBM grafting significantly increased bone regeneration, bone volume density (BV/TV) and bone mineral density (BMD), whereas mice treated with mOC-ABs showed the highest osteogenic potency (Figure 6D). We then performed H&E and TRAP stain of the calvarial section, results showed that both osteoclast and osteoblast number were increased by AB-DBM grafting (Figure S9). The above data demonstrated the pro-angiogenic ability of pOC-ABs and the osteogenic potential of mOC-ABs, which is consistent with *in vitro* experiment. We next evaluated the impact of key lncRNAs knockdown of ABs on angiogenesis and bone regeneration in the defect repair area. Intriguingly, knockdown of *GM16222* significantly abolished the enhancement of pOC-ABs in angiogenesis revealing the essential role of *GM16222* in pOC-ABs induced angiogenesis marked by decreased CD31^hi^Emcn^hi^ cell formation and overall CD31 (Figure 6E-G). For osteogenic evaluation, corresponding lncRNA-knockdown mOC-ABs were grafted in defect area and after four weeks, bone regeneration was detected using micro-CT and IHC of OCN (Figure 6H). Quantitative analysis showed that knockdown of both *E330032C10RIK* and *GM36988* in mOC-ABs resulted in the abrogation of bone regeneration marked by decreased new bone formation rate and OCN score (Figure 6I, J). So far, we demonstrated the function similarities of ABs with parental cells in a murine model of calvarial bone defect. The inherited biological functions of ABs were shown determined by several enriched lncRNAs of which the knockdown abolished AB functions.

## Discussion

In this study, we investigated the whole transcriptome paralleled with small RNA profile in AB contents using osteoclast as a cell model. Stimulated by M-CSF and RANKL, pOC and mOC seems only different regards to the induction time. However, both cellular morphology function and regulatory roles changed dramatically 43, making this cell type a good model to study the content changes of ABs derived from a same cell type at different stages. We already have the knowledge that AB contents are specific among different cell types 44, our results further showed that AB transcriptome signature remains specific even in the same cell type at distinct differentiation stages. However, the transcriptome profiles of ABs are highly similar with their respective parental cells suggesting a similar biological function. For verification, *in vitro* studies were performed detecting whether ABs share the most specific regulatory function of their parental cells. Interestingly, through several key lncRNAs, pOC-ABs inherited the pro-angiogenesis activity of pOCs while mOC-ABs inherited the pro-osteogenesis activity of mOCs. We concluded that the inheritance of ABs from the parental cells can be detected both on the genetic and functional levels. In our study, we focused on angiogenesis and osteogenesis, which are highly intertwined during bone formation. It has been characterized that a bone specific CD31^high^Emcn^high^ endothelial cell type mediates growth of the bone vasculature, generate distinct metabolic and molecular microenvironments 42,45. Non resorbing osteoclast as well as pOC, are both reported facilitating CD31^high^Emcn^high^ endothelial cell formation via secretion of pro-angiogenic factors 23,46.

A very recent study reported that apoptotic endothelial cells release small EVs loaded with immunostimulatory viral-like RNAs 47. It is interesting to notice that upon apoptotic stimulation, endothelial cells generate both ABs and exosome-like nanovesicles (ApoExos); only ApoExos are immunogenic and cause inflammation in mice. The authors also claimed that the RNA contents in ABs are more similar with parental endothelial cells which supported our data. Apart from the AB RNA content similarity with the parental cells demonstrated by our results, the RNA cargo in the exosomes and microvesicles also showed cell type-specific expression patterns. In another whole-transcriptome RNA-seq study, the authors showed that human mast and erythroleukemic cell lines release two distinct exosomes populations 48. Their results also suggested that cells can release multiple types of extracellular RNA with substantial differences in RNA species content. Although both EVs showed cell type-specific expression patterns in RNA cargos, a study showed that exosomes contained predominantly small RNA and much less rRNA as compared to both ABs and microvesicles 49. Our study of osteoclast derived ABs showed that instead of small RNAs, lncRNAs and mRNAs are the dominant RNA cargo (more than 95%) in these vesicles. This specific RNA loading from live cells to extracellular vesicles reveals the possibility that exosome secretion has more specific biological aims, while ABs and microvesicles RNA signature reflected a more comprehensive picture of the total cell content. Both AB mediated cell coupling and other EV mediated cell coupling may exist at the same time in bone homeostasis. However, we assume AB mediated osteoclast-osteoblast coupling involved more in bridging bone resorption and formation, as osteoclast lifespan is accordant with the cycle of bone remodeling. The periodical cell apoptosis and generation of ABs provided the basis for signal releasing in transiting phases during bone turnover.

Previous findings regarding the biological functions of ABs have been focused on their immunomodulatory roles. It has been recognized that impaired clearance of dying cells and the relevant ABs contribute to the development of autoantibodies in autoimmune conditions 50-52. In HIV infection, it has been shown that ABs generation by host cells were able to modulate the dendritic cells response via binding to the CD44 receptor, resulting in decrease cytokine production from dendritic cells and inhibition of their ability to prime T cells or natural killer cells 53. It is worth to notice that tumor antigen PMEL was found in apoptotic vesicles 54 and mice immunized with B16-F1 melanoma cell derived apoptotic vesicles showed increased antitumor immunity against subsequent tumor challenges 55. In addition to the presentation of self-antigens, it is important to note that under conditions wherein infected cells undergo apoptosis, the resultant apoptotic vesicles may also harbor antigens from the infectious agent 56. The surface marker and protein cargos of ABs have been widely studied, whereas the AB RNA contents and their potential regulatory roles are rarely reported. Tumor cell derived exosomes and MVs are considered as critical mediators of intracellular communication between tumor cells and neighboring non-tumor cells 57. It has been well recognized that tumor cells can secrete high levels of potent angiogenic factors which contribute to the tumor invasion and are associated with poor prognosis 58,59. Studies also reported that tumor-derived exosomes containing TGF-β convert fibroblasts into myofibroblasts, which contribute to tumor angiogenesis, growth and local invasion 60,61. Besides, exosomes and MVs generated by breast cancer cells can promote vascular leakiness through S100 proteins and miR-105 thereby facilitating circulating tumor cells arrival to distant sites 62,63. Cianciaruso et al. reported that tumor associated macrophages derived EVs displayed proteomic characteristics of M1 macrophages and induced T cell proliferation and activation 64. In our study, we demonstrated that AB from osteoclasts also have similar transcriptional profiles and functions with their parental cells, revealing that the functional similarity between EVs and parental cells is not accidental. In addition, it is worthy to further explore the involvement of osteoclast derived ABs in primary and metastatic bone tumors. Osteoclasts as myeloid-derived suppressor cells (MDSCs) participated in various bone tumor metastasis 65. Considering the over activation of osteoclast in several particular tumor bone metastasis, it is also interesting to test if the ABs derived from those osteoclasts might function as suppressor factors for other immune cells.

In conclusion, our study mapped the whole transcriptome and small RNA profiles of osteoclast derived ABs. We demonstrated that ABs derived from osteoclasts have similar genetic phenotype with the corresponding parental cells, of which the similarities extend to functional level through several key lncRNAs. The data indicated a functional inheritance of osteoclast derived ABs from the parental cells suggesting their bridging role in osteoclast-osteoblast coupling in bone remodeling.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
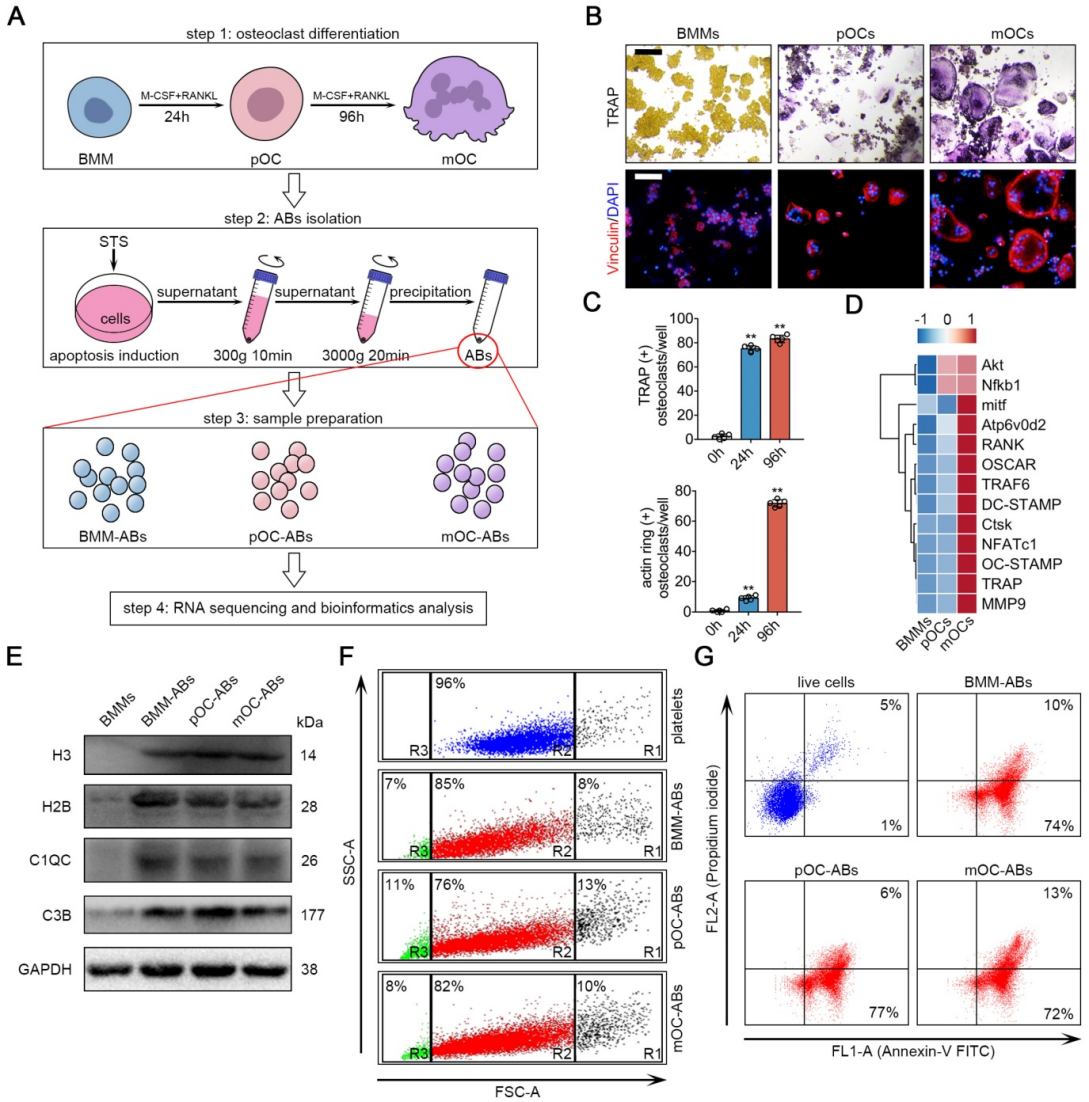
** Generation and characterization of BMM-ABs, pOC-ABs and mOC-ABs.** (**A**) Schematic diagram for osteoclast differentiation and the isolation of ABs from BMMs, pOCs and mOCs. (**B**) Representative TRAP stain and immunofluorescent (IF) staining images of bone marrow macrophages (BMMs), pre-osteoclasts (pOCs) and mature osteoclasts (mOCs). IF stain of vinculin (red) marking actin ring were shown. Bar represents 200 µm. (**C**) Quantification of TRAP positive cells number and actin ring positive cells number per well in B. (**D**) Gene array analysis showed the alteration of osteoclast specific genes expression from BMM to mOC. (**E**) Western blot analysis of H3, H2B, C1QC, C3B and GAPDH in indicated groups. (**F**) FSC/SSC analysis of BMM-ABs, pOC-ABs and mOC-ABs. Platelets (blue) were used as a size marker gating ABs (1-4 µm, gate R2). ABs derived from different periods of osteoclasts contains cell debris (gate R1), ABs (gate R2) and microparticles (gate R3). (**G**) Annexin V/FITC (FL1-A) and PI A (FL2-A) analysis of live cells, BMM-ABs, pOC-ABs and mOC-ABs. The quadrant gates were set on the respective unstained control population. The percentage of events is given in the right corner of indicated region. Images are representative of n = 5 independent experiments. The data in the figures represent the averages ± SD. Significant differences are indicated as * (*p* < 0.05) or ** (*p* < 0.01) paired using Student's t test unless otherwise specified.

**Figure 2:**
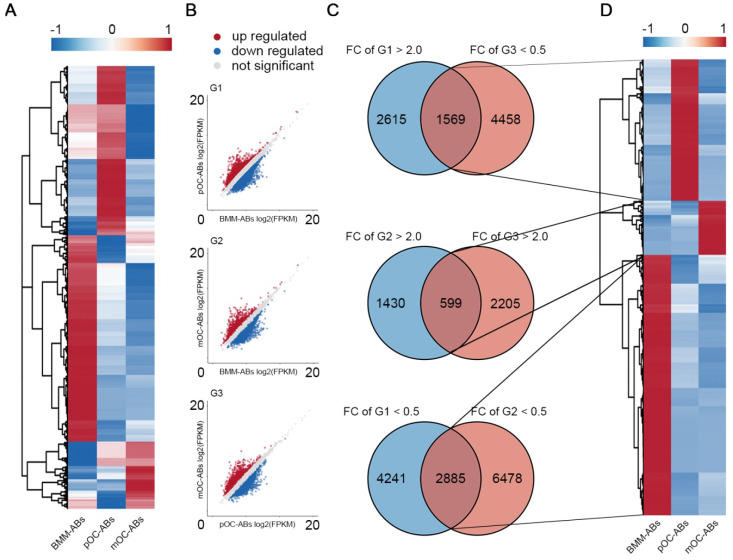
** lncRNA profiling of BMM-ABs, pOC-ABs and mOC-ABs.** (**A**) Hierarchical clustering of all 20,889 lncRNAs expressed in BMM-ABs, pOC-ABs and mOC-ABs. (**B**) Scatter plots of all lncRNAs expressed in three comparison groups were shown. (**C**) VENN analysis screening out lncRNA signatures contained in three ABs. Corresponding lncRNA signatures were screened out using intersection of three comparison groups G1 (pOC-ABs vs BMM-ABs), G2 (mOC-ABs vs BMM-ABs) and G3 (mOC-ABs vs pOC-ABs). FC, fold change. (**D**) Hierarchical clustering of lncRNA signatures in three ABs.

**Figure 3:**
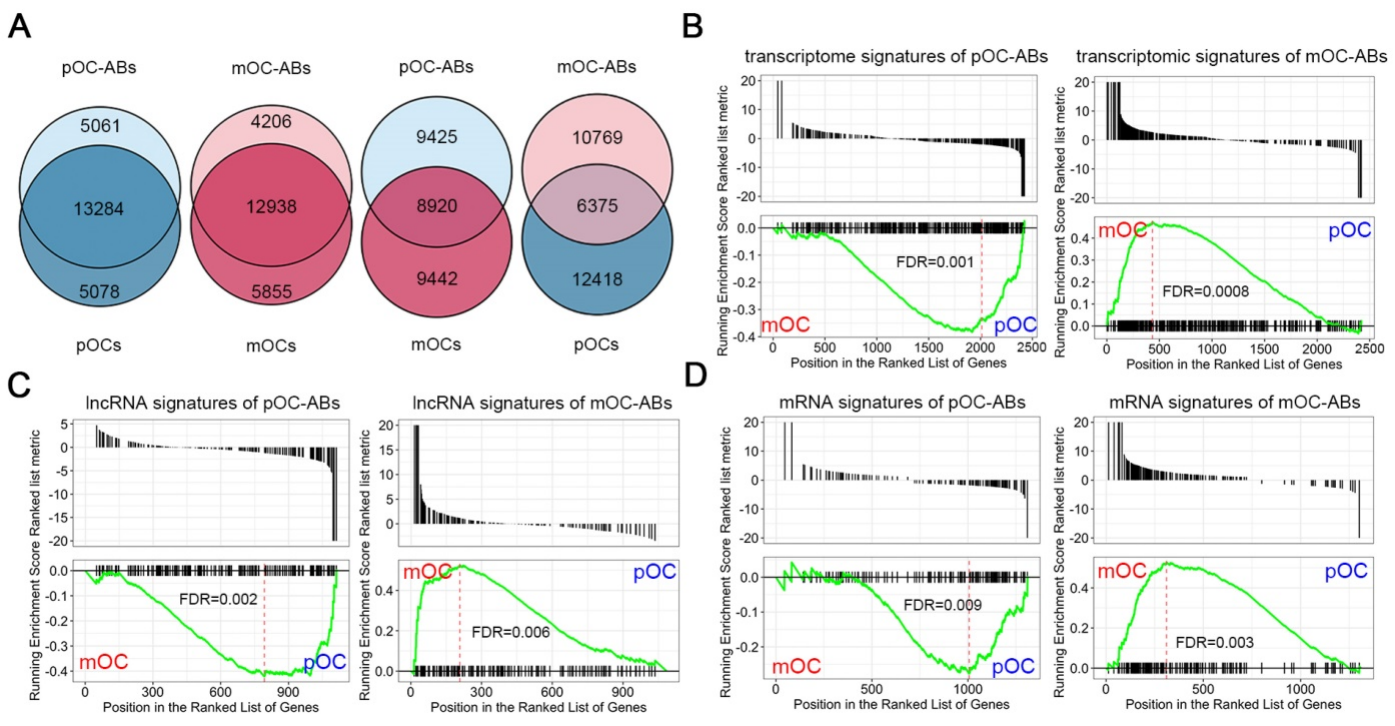
** Transcriptional similarities of osteoclast derived ABs with their parental cells.** (**A**) Venn diagram comparing all identified RNAs of the pOC-ABs and mOC-ABs with corresponding parental cell or non-parental cell. Gene set enrichment analysis (GSEA) plots showing the correlation of pOC-ABs and mOC-ABs (**B**) transcriptome signatures, (**C**) lncRNA signatures and (**D**) mRNA signatures with genes expressed in pOC or mOC. The RNA signatures of pOC-ABs preferred to show a pOC-phenotype, while signatures of mOC-ABs preferred to display a mOC-phenotype.

**Figure 4:**
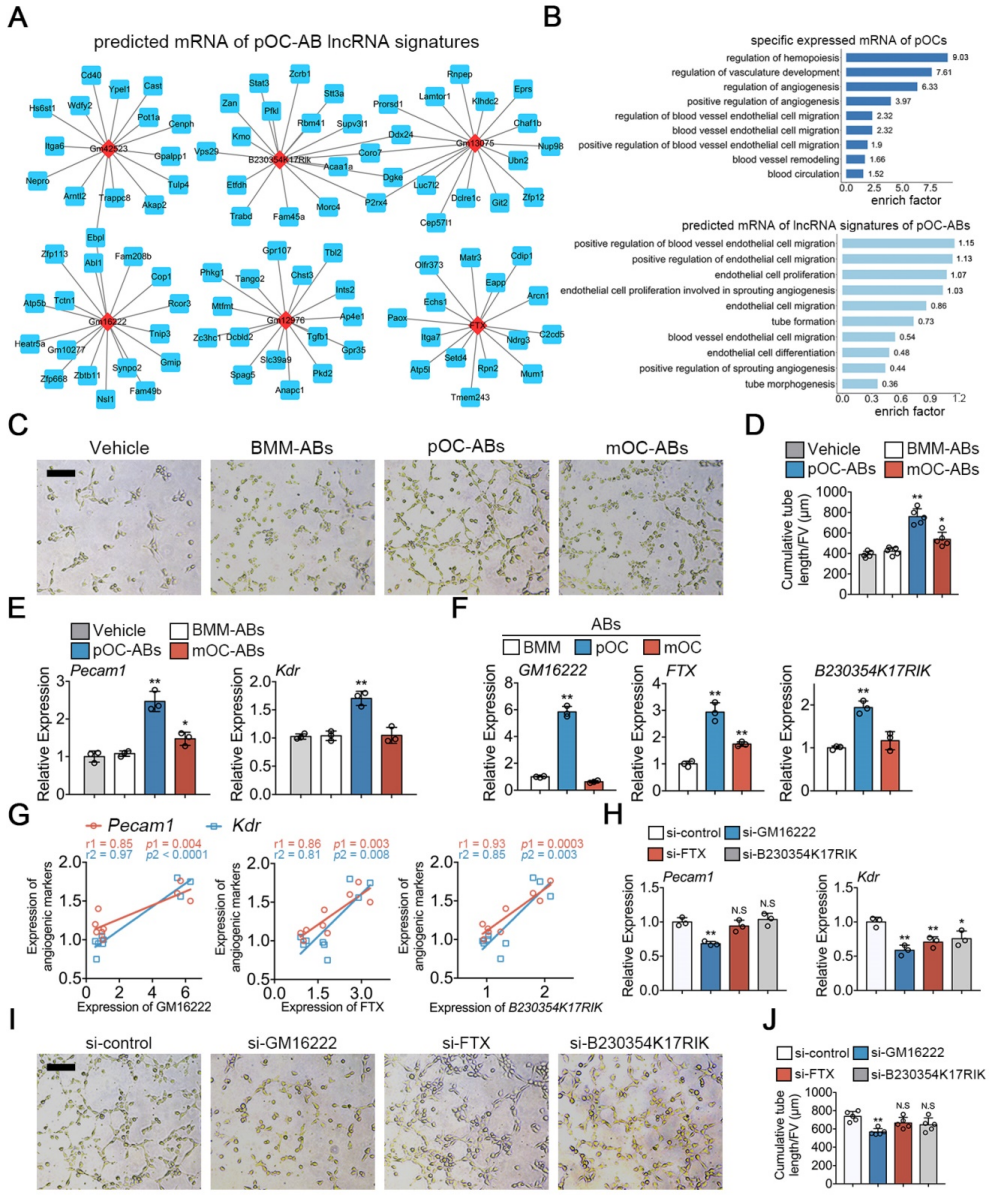
** Functional similarities of pOC-ABs with the parent cell pOCs.** (**A**) Construction of the lncRNA-mRNA interaction network for top 6 most differentially expressed lncRNAs of pOC-ABs. Rhombic red nodes represent lncRNAs and square blue nodes represent mRNAs. (**B**) Angiogenesis related BP terms were shown by using GO enrichment analysis for specific expressed mRNA of pOCs or predicted target mRNAs of lncRNA signatures of pOC-ABs. (**C**) Representative Matrigel tube formation assay images of EPCs cultured with different AB-media. Bar represents 100 µm. (**D**) Quantitative analysis of cumulative tube length in (C), n = 5 per group. (**E**) Relative mRNA expression levels of *Pecam1* and *Kdr* in EPCs cultured with different AB-media. (**F**) Relative expression levels of lncRNA *GM16222*, *FTX* and *B230354K17RIK* in pOC-ABs. (**G**) Correlations between lncRNA *GM16222*, *FTX* and *B230354K17RIK* with* Pecam1* and *Kdr*. (**H**) Relative mRNA expression levels of *Pecam1* and *Kdr* in EPCs cultured with pOC-AB-media with indicated treatments. (**I**) Representative Matrigel tube formation assay images of EPCs cultured with three lncRNA-knockdown pOC-ABs. Bar represents 100 µm. (**J**) Quantitative analysis of cumulative tube length in (I). Images are representative of n = 5 independent experiments. The data in the figures represent the averages ± SD. Significant differences are indicated as * (*p* < 0.05) or ** (*p* < 0.01) paired using Student's t test unless otherwise specified.

**Figure 5:**
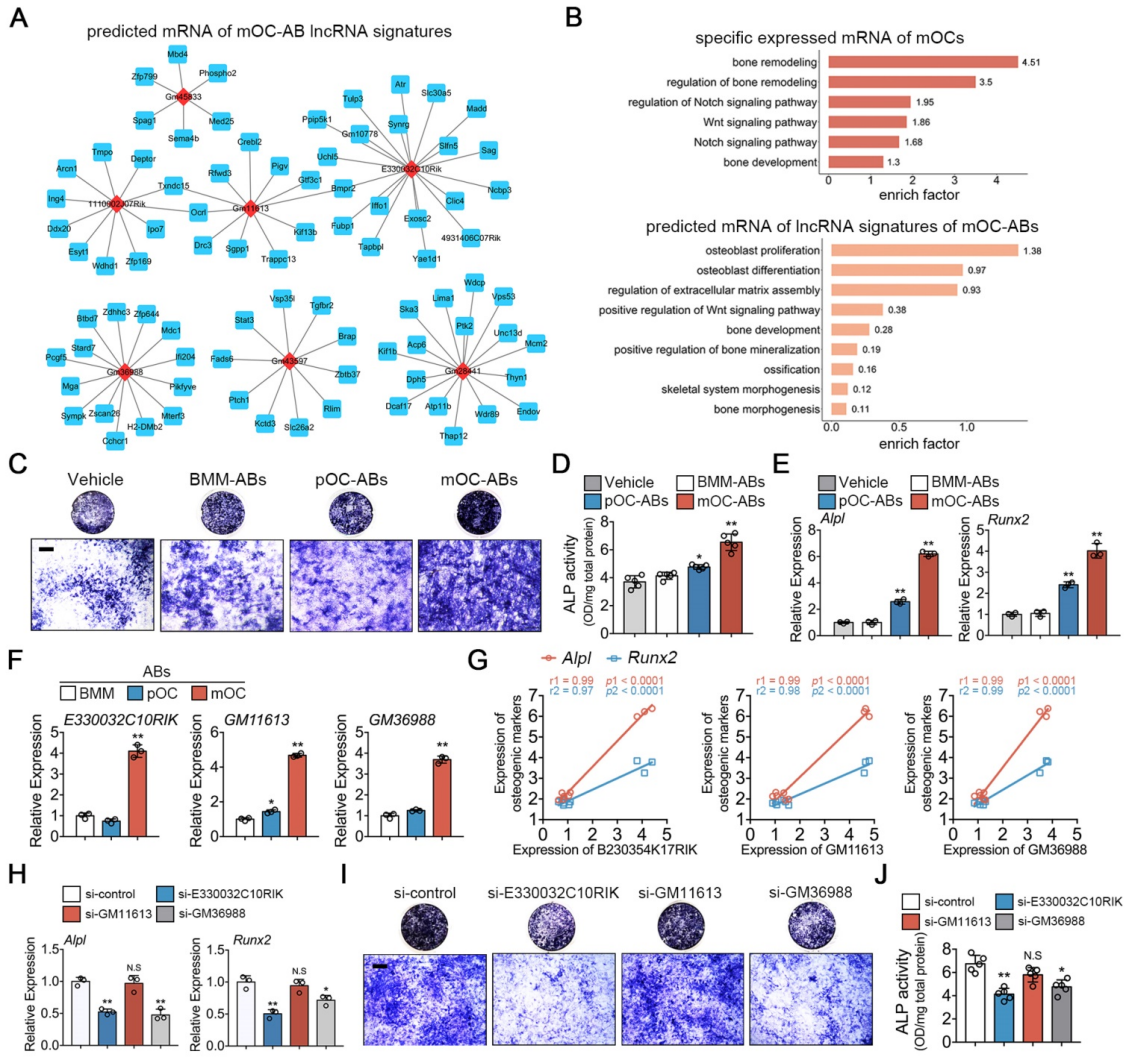
** Functional similarities of mOC-ABs with the parent cell mOCs.** (**A**) Construction of the lncRNA-mRNA interaction network for top 6 most differentially expressed lncRNAs of mOC-ABs. Rhombic red nodes represent lncRNAs and square blue nodes represent mRNAs. (**B**) Osteogenesis related BP terms were shown by using GO enrichment analysis for specific expressed mRNA of mOCs or predicted target mRNAs of lnRNA signatures of mOC-ABs. (**C**) Representative images of ALP staining of MC3T3-E1 cells cultured with different AB-media. Bar represents 200 µm. (**D**) Quantitative analysis of ALP activity of MC3T3-E1 cells cultured with different ABs, n = 5 per group. (**E**) Relative mRNA expression levels of *Alpl* and *Runx2* in MC3T3-E1 cells cultured with different AB-media. (**F**) Relative expression levels of lncRNA *E330032C10RIK*, *GM11613* and *GM36988* in mOC-ABs. (**G**) Correlations between lncRNA *E330032C10RIK*, *GM11613* and *GM36988* with* Alpl* and *Runx2*. (**H**) Relative mRNA expression levels of *Alpl* and *Runx2* in MC3T3-E1 cells cultured with mOC-AB-media with indicated treatments. (**I**) Representative images of ALP staining of MC3T3-E1 cells cultured with three lncRNA-knockdown mOC-ABs. Bar represents 200 µm. (**J**) Quantification of ALP activity of MC3T3-E1 cells in (I). Images are representative of n = 5 independent experiments. The data in the figures represent the averages ± SD. Significant differences are indicated as * (*p* < 0.05) or ** (*p* < 0.01) paired using Student's t test unless otherwise specified.

**Figure 6:**
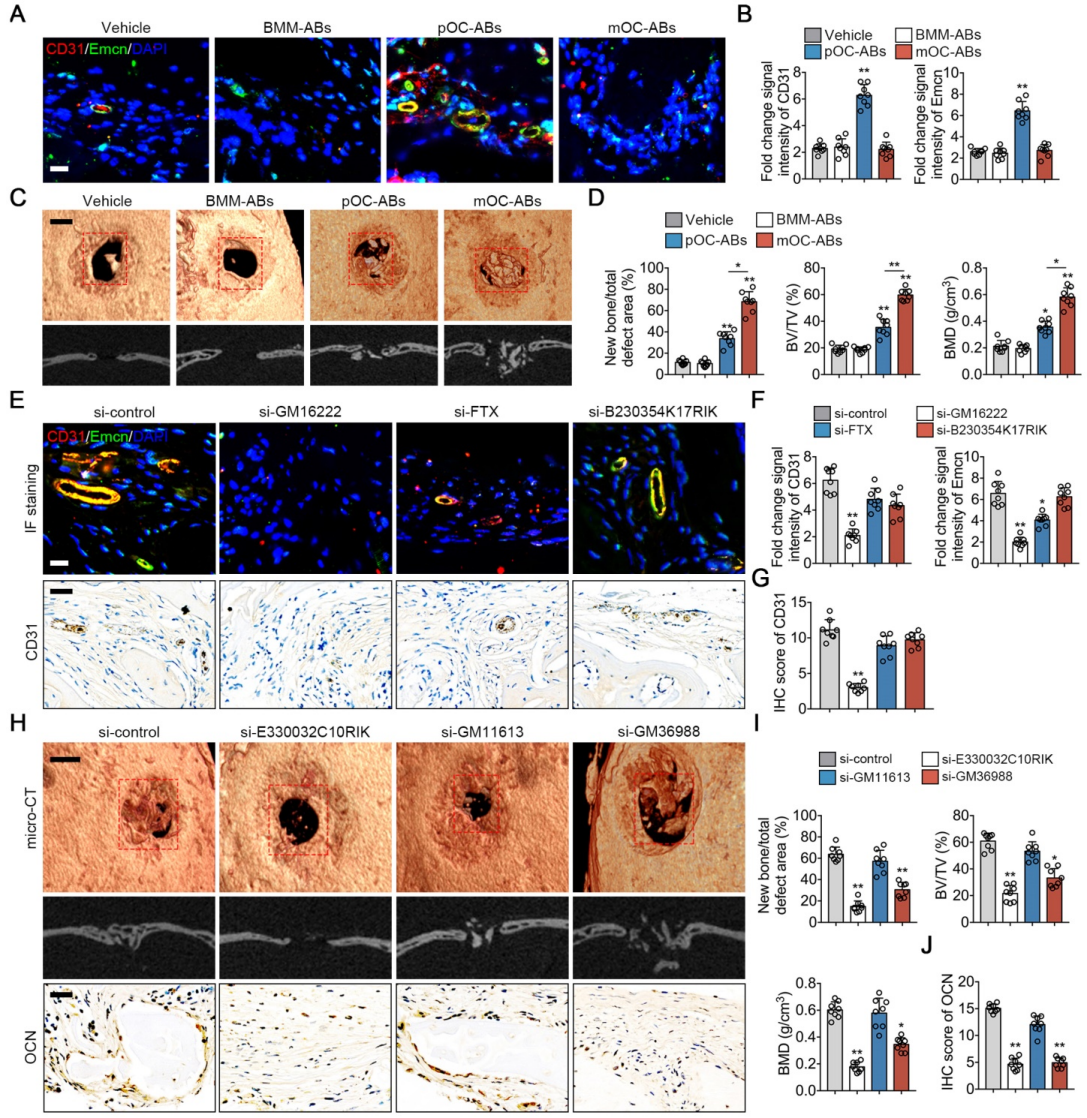
***In vivo* bone regeneration effects of osteoclast derived ABs.** (**A**) Representative images of immunostaining of CD31 (red) and Emcn (green) of mice grafted with AB-DBM for 2 weeks. Bar represent 10 µm. (**B**) Quantification of relative CD31 and Emcn immunostaining intensities in indicated groups, n = 8 per group. (**C**) Representative general micro-CT images (upper) and coronal micro-CT images (lower) of mice grafted with AB-DBM for 4 weeks. Bar represent 2 mm. (**D**) Quantitative micro-CT analysis showed the amount of bone formation, bone volume density (BV/TV), and bone mineral density (BMD) of total defect repair area in indicated groups. mOC-AB-DBM displayed the best osteogenic mineralization at 4 weeks, n = 8 per group. (**E**) Representative images of immunostaining of CD31 (red) and Emcn (green), micro-CT images and IHC staining of CD31 of mice grafted with relative lncRNA knockdown pOC-AB-DBM for 2 weeks. Bar represent 10 µm in immunostaining and 50 µm in IHC staining. (**F**) Quantification of relative CD31 and Emcn immunostaining intensities in indicated groups, n = 8 per group. (**G**) Semi-quantitative analysis of CD31 in indicated groups, n = 8 per group. (**H**) Representative images of micro-CT and IHC staining of OCN of mice grafted with relative lncRNA knockdown mOC-AB-DBM for 4 weeks. Bar represent 2 mm in micro-CT images and 50 µm in IHC staining. (**I**) Quantitative micro-CT analysis showed the amount of bone formation, BV/TV, and BMD of total defect repair area in indicated groups, n = 8 per group. (**J**) Semi-quantitative analysis of OCN in indicated groups, n = 8 per group. The data in the figures represent the averages ± SD. Significant differences are indicated as * (*p* < 0.05) or ** (*p* < 0.01) paired using Student's t test unless otherwise specified.

How the deposited data were processed for this re-analysis (not part of the article)

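The analysis covers 3 libraries, 1 each of BMM-ABs, pOC-ABs and mOC-ABs. The titles and cell types in the sample labels name the cells, while the description of the series and the paper speak of ABs, and the libraries were taken as ABs. There are no replicates. The paper and the labels differ in the inducer of apoptosis (0.5 μM staurosporine for 3 h against 500 μM alendronate for 12 h), in the time of RANKL for mOCs (96 h against 72 h or more) and in M-CSF (50 ng/ml against 30 ng/ml beside RANKL). The methods describe paired-end libraries from RNA purified on poly-T beads. The aligner, the counting tool and the genome build are not named in the paper's text.

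The authors deposited 3 tables, of mRNAs, lncRNAs and circRNAs. The mRNA and lncRNA tables hold the authors' read counts (count) and FPKM for each transcript. Dividing the counts by FPKM and transcript length gave the total of the mRNA table for mRNAs and close to the total of both tables for lncRNAs, so the deposited FPKM values of the 2 tables are not on one scale. The circRNA table holds the authors' junction reads (count) and SRPBM, which equals the junction reads divided by 1 constant per library. The size of this constant fits a different scale from the one in the unit's name, which changes no ratio within a library. All per-sample columns of the tables were used. The lncRNA coordinates fit GRCm38, and 98.8% of the loci of Ensembl lncRNAs equal those of GENCODE M21. Transcripts were assigned to genes with GENCODE M21, and E330032C10Rik was located with RefSeq.

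The mRNA and lncRNA reads together summed to 12734764 in BMM-ABs, 11865332 in pOC-ABs and 11556957 in mOC-ABs, so that 3 reads in a library are 2.36e-05%, 2.53e-05% and 2.60e-05% of its reads. Intervals and limits cover counting error only, because the reads carry no molecular identifiers.

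An RNA was counted as detected when its deposited value was above 0. Differential expression meant a ratio of the deposited values above 2 or below 0.5, the fold-change limit of the paper. Its FDR could not be recomputed with 1 library per condition, so no p-value across genes is given. Signatures were the intersections drawn in Figure 2C. Since the comparisons share libraries, the numbers of signatures and of differentially expressed RNAs as deposited are given with the mean of 100 sets of Poisson draws in which every RNA has 1 level in the 3 libraries. No draws were made for the gene sums, the protein-coding genes or the alternatives, except for the signatures split at 20 reads. As an alternative, a two-sided exact binomial test of the reads of the compared libraries was added, with Benjamini-Hochberg adjusted p under 0.05 in each comparison of a class. It compares those libraries, not the conditions. Target lists were read from the nodes of Figures 4A and 5A and the osteoclast genes from Figure 1D. FPKM was summed per gene, and the median log2 ratio (pseudocount 1) of a list was compared with 10000 random lists of the same size. These were drawn from 20 bins of mean expression over all listed genes, without matching on transcript length or gene type. The intervals of these medians are order-statistic intervals, and those of shares are Wilson intervals. Both treat RNAs as independent, which they are not, and cover no spread between libraries. Correlations used log2 of the value plus 1 and are across RNAs, which are not independent replicates.

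The RNAs named were chosen before the data were examined. They are every RNA that the paper names in its text or in Figures 1D, 4A and 5A, where of the targets in the networks only those named in the text were taken, and, for each class and AB, the 3 signatures with the highest smaller-of-the-2 log2 ratios (pseudocount 1) among those with a value of at least 1 in that AB. The ranks of Gm11613 and Gm43597 use ratios without a pseudocount among all signatures. To these were added the 3 RNAs with the highest value of each class in each library and, because the mice were male, the sex genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. The RNAs of RNase P and RNase MRP, the ribosomal RNA locus, mt-Rnr1, Ahnak and Lrp1 were singled out after their values were seen.

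The alternatives set before the data were examined were a pseudocount of 0.1 or 1, only RNAs with a value of at least 1 in at least 1 library, median-of-ratios size factors or the upper quartile (percentile 75) of the mRNAs in place of the deposited scaling, transcripts of the same gene summed, the exact binomial test, and a detection limit of 0.1 or 1. For the lists the alternatives also included no pseudocount. Chosen after seeing the data were both values above 0, at least 20 reads in the 3 libraries together, the reads of all transcripts overlapping a gene summed, and, for the lists and the osteoclast genes, the reads of each gene in place of its FPKM. For detection, the fold-change limit and the correlations, raw counts were not turned into counts per library total, since FPKM was given. The log2 ratios from the reads and the shares of reads do divide the counts by library totals. The size factors were 1.18, 0.930 and 0.908 and the upper-quartile factors 1.15, 0.927 and 0.940 for BMM-ABs, pOC-ABs and mOC-ABs.

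The steps were tested on simulated data with as many mRNAs and lncRNAs as the tables list, in which 200 RNAs of each class with at least 100 reads were changed 8-fold. All of the raised RNAs (100%) and 99% of the lowered ones were found. Among the unchanged RNAs, 11928 mRNAs and 7687 lncRNAs passed the fold-change limit alone, and 1 mRNA and 1 lncRNA passed with the binomial test.

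The miRNAs, the parental cells, the qPCR and cell culture experiments, GO and GSEA were not analysed here. The lncRNAs Gm42523, Gm13075, Gm16222, Gm28441 and Xist and the mRNAs Alpl and C1qc were not analysed here. The work used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.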

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

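Of the tests below, that of the mitochondrial mRNAs was chosen only after the values of mt-Rnr2 were seen, and its measure was changed from the median to the summed reads and then to the number of mRNAs below mt-Rnr2, in each case after the values had been seen.

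The paper gives no values for small structural RNAs, ribosomal RNA or mitochondrial ribosomal RNA in these libraries. Each had far more than 3 reads, taken here as the most that a count of 0 allows, which is 2.36e-05% of the mRNA and lncRNA reads in BMM-ABs, 2.53e-05% in pOC-ABs and 2.60e-05% in mOC-ABs. No control library sets a higher background.

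The 7SL RNAs Rn7s1 and Rn7s2 took 12.6% of the reads in BMM-ABs, 20.3% in pOC-ABs and 17.5% in mOC-ABs. The RNAs of RNase P and RNase MRP (Rpph1 and Rmrp) took 2.18%, 6.15% and 4.64%. With 7SK (Rn7sk), another RNA polymerase III transcript, they took 16.0%, 27.4% and 23.2%, a log2 ratio of 0.78 in G1. The paper describes selection of poly-A RNA, and these RNAs are not made with a poly-A tail. A loss of long RNA in pOC-ABs was tested as a technical explanation. It predicts a comparable rise of short mRNAs. Scaled to the mRNA reads alone, the median log2 ratio in G1 of the shortest 10% of protein-coding genes was 0.28. It exceeded that of the longest 10% by 0.51. Both values go in the predicted direction and are smaller than that of the polymerase III transcripts, which is scaled to the mRNA and lncRNA reads together. On that scale the median of the shortest genes is lower still, as mt-Rnr2 is at 2.25 there and at 2.44 with the mRNA reads alone. The difference of 0.51 is the same on either scale. A loss of long RNA and a difference in content between ABs therefore cannot be told apart with 1 library each. A difference in how much RNA without a poly-A tail was carried through library preparation, or in the stage of the parental cells, stays open and was not tested.

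The ribosomal RNA locus on chromosome 17 (39842997 to 39848829), where 7 listed transcripts lie, took 6.88% of the reads in BMM-ABs, 5.39% in pOC-ABs and 5.66% in mOC-ABs. No explanation was tested for it. Its share was highest where that of 7SL was lowest, and the amount of ribosomal RNA left by the library preparation is not known for any of the ABs.

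The mitochondrial ribosomal RNA mt-Rnr2 took 0.476% of the reads in BMM-ABs, 2.26% in pOC-ABs and 0.693% in mOC-ABs, a log2 ratio of 2.25 in G1. If all mitochondrial RNA had risen equally in pOC-ABs, the mitochondrial mRNAs would rise as much. For all 13 of them the 95% confidence interval of the log2 ratio lay below that of mt-Rnr2, with a highest upper limit of 1.46 against a lower limit of 2.23, which argues against an equal rise of all mitochondrial RNA. The mRNAs went both ways, with log2 ratios from -1.51 to 1.27 and a median of -0.21, and the intervals of 4 lay above 0 and those of 7 below. Scaled to the mRNA reads alone, the median was -0.016, with 6 above and 5 below. Their summed reads were 193600, 138403 and 132503, of which mt-Co1 held 120765, 79436 and 77386, and the log2 ratio of the sum in G1 was -0.38 with mt-Co1 and -0.20 without it (-0.18 and -0.0039 scaled to the mRNA reads alone). Since the mRNAs went both ways, a smaller rise of mitochondrial RNA stays open. The other mitochondrial ribosomal RNA, mt-Rnr1, had 9185, 18650 and 8498 reads. A difference in library preparation that favours ribosomal RNA of mitochondria was not tested, and the stage of the parental cells, an untested biological explanation, also stays open.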

How the results depend on the processing

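No test of a cause was run for the changes below. Both values above 0, at least 20 reads in the 3 libraries together, the reads of all overlapping transcripts summed, and the reads of each gene in place of its FPKM were chosen only after seeing the data. The other alternatives were set before the data were examined. Except where a sentence gives another reason, the cause was not tested. Numbers are given for BMM-ABs, pOC-ABs and mOC-ABs or for G1, G2 and G3, in that order. A number of RNAs is taken as unchanged within 1.5 times the reported one, and other values when they stay within their 95% confidence interval, which for gene sums of FPKM is the interval from the reads moved onto the FPKM ratio.

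Among differentially expressed mRNAs and lncRNAs fewer than 50% were upregulated in each comparison as deposited, with both pseudocounts, with a value of at least 1 in at least 1 library, with size factors and with the upper quartile. For circRNAs in G1 the share rose from 40.7% to 61.1% with a value of at least 1. Without a pseudocount and with genes above 0 in both libraries, all 7 list medians were unchanged.

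A pseudocount of 1 gave 2607, 1837 and 1628 mRNA signatures and 8959, 9046 and 8538 differentially expressed mRNAs, with 42.3%, 37.8% and 44.3% upregulated. For lncRNAs it gave 375, 424 and 128 signatures and 1371, 1134 and 1367 differentially expressed, with 46.8%, 24.4% and 22.9% upregulated. For circRNAs it gave 2, 0 and 6 signatures and 8, 20 and 10 differentially expressed, with 50.0%, 85.0% and 90.0% upregulated. A pseudocount of 0.1 gave 770 lncRNA signatures of mOC-ABs and upregulated shares of 34.2% in G2 and 43.8% in G3 for mRNAs and 37.6%, 17.1% and 27.0% for lncRNAs, and left 28 results unchanged. A pseudocount lowers ratios between small values by construction.

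Only RNAs with a value of at least 1 in at least 1 library gave 4978, 3442 and 2660 mRNA signatures and 15610, 15902 and 15330 differentially expressed mRNAs, with 41.9%, 35.9% and 42.0% upregulated. For lncRNAs the values were 1287, 1104 and 258 signatures and 3218, 3203 and 3084 differentially expressed, with 44.3%, 18.8% and 26.7% upregulated. For circRNAs they were 4, 7 and 18 signatures and 36, 33 and 38 differentially expressed, with 61.1%, 84.8% and 73.7% upregulated. The Spearman correlations were 0.699, 0.704 and 0.717 for mRNAs, 0.324, 0.519 and 0.438 for lncRNAs and 0.456, 0.329 and 0.461 for circRNAs. Fewer RNAs enter by construction.

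Summing the transcripts of each gene gave 952, 740 and 548 mRNA signatures, 3195, 3571 and 3180 differentially expressed mRNAs, 16073 mRNAs detected, and 36910, 35930 and 33805 mRNAs and lncRNAs detected. The share of mRNA and lncRNA was then 97.5%, and the shares of RNAs detected in pOC-ABs and mOC-ABs that were also detected in the other were 87.5% and 92.5%. The other 14 results, all of lncRNAs or circRNAs, were unchanged in the sense given above. For lncRNAs the sum could move little, because NONCODE transcripts have no assigned gene and stay unsummed. It only brought 23718 lncRNAs to 23297.

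With the exact binomial test there were 3612, 2280 and 2024 mRNA signatures, 11166, 11826 and 10135 differentially expressed mRNAs, 1294, 780 and 202 lncRNA signatures, 3263, 3079 and 2305 differentially expressed lncRNAs, 2, 0 and 4 circRNA signatures and 5, 14 and 7 differentially expressed circRNAs. The test adds a condition, so no number can rise.

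With both values above 0 there were 4975, 3256 and 2152 mRNA signatures, 3105, 1645 and 604 lncRNA signatures, 8685 and 7361 differentially expressed lncRNAs in G2 and G3, 4, 14 and 18 circRNA signatures and 68, 82 and 83 differentially expressed circRNAs. At least 20 reads left 4042, 2355 and 2009 mRNA signatures, 12596, 13215 and 12395 differentially expressed mRNAs, 2045, 1055 and 231 lncRNA signatures, 4353, 4930 and 4146 differentially expressed lncRNAs, 4, 2 and 10 circRNA signatures and 28, 25 and 26 differentially expressed circRNAs. Fewer RNAs enter in both by construction.

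Median-of-ratios size factors moved the median log2 ratio of all mRNAs by 0.14 in G2 and that of all lncRNAs by 0.25 in G1 and 0.24 in G2, and the upper quartile that of all lncRNAs by 0.21 in G1 and 0.15 in G2. Size factors gave upregulated shares of 42.5%, 39.2% and 49.6% for mRNAs and 46.4% in G1 and 24.1% in G2 for lncRNAs. They changed the sign of the median of the targets in Figure 4A in G3, from -0.017 to 0.050, and of those in Figure 5A in G2, from -0.13 to 0.0068, and left 28 results unchanged. The upper quartile gave upregulated shares of 36.4% in G2 for mRNAs and 44.9%, 22.6% and 25.9% for lncRNAs, brought the targets in Figure 4A in G3 to 0.021, and left 30 results unchanged. The reads of each gene in place of FPKM brought the same median to 0.041 and left all 7 list medians within their intervals. The sign of either median therefore depends on the scaling, and that of the targets in Figure 4A in G3 also on the unit, while that of the targets in Figure 4A in G1, of those in Figure 5A in G3 and of the osteoclast genes did not change under any alternative.

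A detection limit of 1 gave 6041 lncRNAs, 86 circRNAs and 36259, 33830 and 30935 mRNAs and lncRNAs detected. The share of mRNA and lncRNA was 99.8%, and the shares detected in pOC-ABs and mOC-ABs that were also detected in the other were 75.1% and 82.1%. A limit of 0.1 gave 85.0% and 89.1% for these and left 7 results unchanged.

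Among the single RNAs and the numbers of up- and downregulated lncRNAs, 5 results changed and 61 did not under size factors, 5 and 62 with a pseudocount of 0.1, 9 and 18 with a pseudocount of 1, 0 and 66 under the upper quartile, and 4 and 35 with the reads of each gene. With the reads of overlapping transcripts summed, 7 changed and 14 did not. This sum changed the sign for Ftx in G1 (-1.07) and G2 (-1.16), Gm11613 in G2 (-0.15), 1110002J07Rik in G1 (-0.26) and both transcripts of Gm12976 in G3 (-0.70), where Ftx in G2 and Gm12976 stayed within their wide intervals. The sign also changed, within the interval, for B230354K17Rik in G2 under size factors (0.064) and for Tnfrsf11a in G2 under size factors (0.12), the upper quartile (0.025) and the reads of each gene (0.11). With a value of at least 1, 7 of 7 changed. With the binomial test and with at least 20 reads 6 of 6 did, and with both values above 0 4 of 6. The gene sum changed none of 6, all of them numbers of lncRNAs, where NONCODE transcripts stay unsummed. A log2 ratio against a value of 0 has no value without a pseudocount, so alternatives that keep 0 could not give one for transcripts listed at 0. Gm43597 was no longer among the signatures of mOC-ABs with a pseudocount of 0.1 or 1 or with a value of at least 1, nor Gm11613 with a pseudocount of 1, so their ranks have no value there.

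The depth limits the lncRNAs and circRNAs most, since 61.4% of the lncRNAs and 94.0% of the circRNAs had fewer than 20 reads over the 3 libraries. With 1 library per condition, no alternative shows how far libraries of the same AB differ.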

Differences from the paper's values

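None of the alternatives compared below was a test of a cause, and those chosen only after the values were seen are named as such.

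The paper states 14924 detected mRNAs, and 56651 had an FPKM above 0 here. Summing the transcripts of each gene gave 16073, within 1.5 times the paper's number. Detection limits of 0.1 (55886) and 1 (39279) did not close the gap. The paper states 769 circRNAs, and 1372 were detected here. Summing by host gene gave 1025, within 1.5 times, while detection limits of 0.1 (1372) and 1 (86) did not close the gap.

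The paper states 1196 genes specific to BMM-ABs, 343 to pOC-ABs and 1104 to mOC-ABs, and it gates differential expression by FDR too. The values here were 8170, 5482 and 4076 transcripts by fold change alone. For BMM-ABs, summing the transcripts of each gene gave 952 and closed the gap. It stayed open with a pseudocount of 0.1 (6911) or 1 (2607), a value of at least 1 in at least 1 library (4978), median-of-ratios size factors (7366), the upper quartile (8022) and the exact binomial test (3612). For mOC-ABs, a pseudocount of 1 gave 1628 transcripts and closed the gap in number only, since the paper counts genes. Open gaps remained with a pseudocount of 0.1 (3628), a value of at least 1 (2660), size factors (4973), the upper quartile (4233), the binomial test (2024) and the gene sum (548). For pOC-ABs none of the alternatives closed the gap, with the gene sum at 740, a pseudocount of 1 at 1837, the binomial test at 2280, a value of at least 1 at 3442, a pseudocount of 0.1 at 4427, size factors at 4896 and the upper quartile at 5467. Of the settings chosen after seeing the values, both values above 0 (4975, 3256 and 2152) and at least 20 reads (4042, 2355 and 2009) closed none of these gaps.

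The paper's lncRNA signatures are about 2900 of BMM-ABs, about 1600 of pOC-ABs and about 600 of mOC-ABs in Fig. 2C, read by eye, against 5327, 3540 and 1410 here. Of the alternatives set before the data were examined, a pseudocount of 0.1 closed the gap for BMM-ABs (3737) and mOC-ABs (770) and left it open for pOC-ABs (2468). Size factors closed it for BMM-ABs (4341) and left it open for pOC-ABs (3978) and mOC-ABs (1493). A value of at least 1 in at least 1 library closed it for pOC-ABs (1104) and left it open for BMM-ABs (1287) and mOC-ABs (258). It stayed open for all ABs with a pseudocount of 1 (375, 424 and 128), the upper quartile (4698, 4362 and 1201) and the binomial test (1294, 780 and 202). The gene sum (5243, 3479 and 1349) also left it open, but it leaves NONCODE lncRNAs unsummed and could hardly change these numbers. Both values above 0, chosen after seeing the values, gave 3105, 1645 and 604 and closed all 3 gaps. At least 20 reads, also chosen after seeing the values, closed the gap for BMM-ABs (2045) and left it open for pOC-ABs (1055) and mOC-ABs (231).

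The paper's number of lncRNAs upregulated in G3 is about 2800 in Fig. 2C, read by eye, against 4308 here. A pseudocount of 0.1 (2364), the upper quartile (3480) and the gene sum (4173) closed the gap. The gene sum leaves NONCODE lncRNAs unsummed and moved the number little from 4308. It stayed open with a pseudocount of 1 (313), a value of at least 1 (822), size factors (4307) and the binomial test (483). Both values above 0, chosen after seeing the values, gave 2504 and closed it, and at least 20 reads (1067), chosen likewise, did not.

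The paper's numbers of RNAs identified are about 18000 in pOC-ABs and about 17000 in mOC-ABs in Fig. 3A, read by eye, against 72119 and 69569 mRNAs and lncRNAs here. Detection limits of 0.1 (66549 and 63160) and 1 (33830 and 30935) and the gene sum (35930 and 33805) did not close the gap.

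The paper shows B230354K17Rik among the most differentially expressed lncRNAs of pOC-ABs, whereas its annotated transcript had a log2 ratio of -0.96 in G1. The paper places Ftx and Gm12976 in the same group. It also reports qPCR of B230354K17Rik and Ftx in pOC-ABs, which was not analysed here. Here 3 of the 4 transcripts annotated to Ftx were signatures of BMM-ABs and the other, with a log2 ratio of 1.27 in G1 and -0.55 in G3, was a signature of no AB, as were the transcripts annotated to Gm12976. At each of these loci an overlapping NONCODE transcript was a signature of pOC-ABs: NONMMUT029772.2 (7, 47 and 1 reads), NONMMUT137223.1 (2, 4 and 0), and NONMMUT115643.1 (1, 5 and 0) and NONMMUT115644.1 (1, 4 and 1). With the reads of all overlapping transcripts summed, chosen after seeing the values, the log2 ratio in G1 was -0.29 for B230354K17Rik, -1.07 for Ftx and 2.01 for Gm12976.

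The paper shows Gm36988, 1110002J07Rik and Gm45833 among the most differentially expressed lncRNAs of mOC-ABs. Here Gm36988 and 1110002J07Rik were listed at 0 in mOC-ABs and were signatures of pOC-ABs. Gm45833 had 1 read in mOC-ABs and was a signature of no AB. For Gm36988 (2, 5 and 0 reads) and Gm45833 (3, 5 and 1) no difference was detectable at this depth, so they cannot contradict the paper. By qPCR the paper also reports high expression of Gm36988 and Gm11613 in mOC-ABs, and it reports effects of Gm36988 knockdown. Neither was analysed here. Overlapping transcripts of 1110002J07Rik, NONMMUT139995.1 (5, 1 and 18 reads) and NONMMUT139998.1 (0, 7 and 14), were signatures of mOC-ABs. Gm11613, in the same group of the paper, was a signature of mOC-ABs and ranked 1404 of 1410 by the smaller of its log2 ratios without a pseudocount. With a pseudocount of 0.1 it ranked 768 of 770, and among lncRNAs with a value of at least 1 in at least 1 library 256 of 258, near the end in each. Gm43597 ranked 949 of 1410.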

Other observations

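Of the tests below, those of the osteoclast genes, of counts moving between transcripts of one gene, of the mOC-AB signatures with under 20 reads and of sequencing depth were chosen only after the results were seen. For the tests against Poisson draws, the rule for reading the outcome was changed from fixed ratios to the spread of the draws after the first values were seen.

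The osteoclast genes of Figure 1D were measured by the paper in parental cells. In ABs the median log2 ratio of these 13 genes was 0.38 in G1 (95% confidence interval -0.35 to 0.60), at percentile 99.4 of matched random lists, 1.77 in G2 (-0.02 to 2.63) and 1.37 in G3 (0.34 to 1.56), both at percentile 100. By summed FPKM, all 13 were higher in mOC-ABs in G3, and in G2 10 were higher and 3 lower. From the reads the median in G2 was 1.96, and the highest list median in 10000 sets of Poisson draws at 1 level was 0.13, which argues against counting noise. From the reads, the log2 ratios in G2 were 4.86 for Acp5 (4.55 to 5.18), 3.88 for Atp6v0d2 (3.67 to 4.11), 3.98 for Mmp9 (2.95 to 5.23), 2.72 for Ctsk (2.49 to 2.95), 2.56 for Ocstamp (2.01 to 3.16), 1.96 for Nfatc1 (1.90 to 2.03), 1.18 for Dcstamp (0.76 to 1.61), 0.58 for Mitf (0.44 to 0.72) and 0.12 for Akt1 (0.05 to 0.18). Oscar had 0 reads in BMM-ABs and 49 in mOC-ABs, 19.3-fold higher against 3 reads. The lower 95% limit of its log2 ratio was 3.92, which keeps it above the list median. For Tnfrsf11a the direction in G2 depends on the unit and the scaling, with 0.12 from the reads (-0.046 to 0.28) and -0.021 from the summed FPKM. The values from the reads were -0.15 for Nfkb1 and -0.22 for Traf6. By summed FPKM with a pseudocount of 1, Nfkb1 was at -0.21, and size factors brought it to -0.071. With 1 library each, the stage of the parental cells, the purity of the ABs and the library preparation stay open as explanations.

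Counting noise was tested for the signatures by their reads. Poisson draws at 1 level gave 61.0% of the 6946 lncRNA signatures with under 20 reads in the 3 libraries together, from 4091 to 4336 in single draws, which argues against counting noise as their whole origin. For the mOC-ABs among these, the draws gave 144% of the 1179 observed. Counting noise does not fall short of that number, but draws at 1 level give more than was observed and do not reproduce it. How much of that part is counting noise therefore cannot be told from the draws. For RNAs with 20 reads or more, the draws gave 6.61% of the 3331 lncRNA signatures and 5.08% of the 8406 mRNA signatures, which argues against counting noise there. The draws hold counting error only, and variation between libraries of the same AB was not measured.

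The mRNA signatures with 20 reads or more may in part come from counts moving between transcripts of one gene. Among genes with 5 or more listed transcripts, 27.4% of 22187 transcripts were signatures, against 13.2% of 3533 transcripts of genes with 1 listed transcript at the same reads. Of the 3249 genes with such a signature, 86.6% changed less than 2-fold in total in each comparison. Whether the transcripts moved in the ABs or in the authors' assignment of reads to transcripts was not tested, and a change in splicing with the stage of the parental cells stays open.

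Fewer lncRNAs were detected in mOC-ABs than in BMM-ABs, a difference of 2816. With the mRNA and lncRNA reads of each library thinned together to 11556957, the difference was 2586, which argues against sequencing depth as the whole explanation. Without the 10 lncRNAs with the most reads and thinned to 407906 reads, it was 2146, which argues against a few RNAs taking the reads as the whole explanation. A biological difference between stages is a hypothesis, and library preparation was not tested.

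The long genes Ahnak and Lrp1, picked after their values were seen, had log2 ratios of -1.13 and -1.07 in G1. Over 9885 protein-coding genes the log2 ratio fell with transcript length (Spearman correlation -0.25 across genes). The 495 longest genes (the longest 5%) had a median of -0.22, and 24 of them lay as low as Lrp1. Because the genes were picked for their low values, transcript length and a difference in content between ABs cannot be told apart for them. No biological explanation was tested.

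For the genes that the paper measures in recipient cells or names elsewhere in its text, reads were summed per gene. Pecam1 had 3, 1 and 9 reads in BMM-ABs, pOC-ABs and mOC-ABs, with a 95% confidence interval of the log2 ratio in G3 from 0.26 to 8.56, and Kdr had 15, 8 and 38, a log2 ratio of 1.58 in G2 (0.69 to 2.55). Tgfb1 had 2206, 1328 and 1550 reads, a log2 ratio of -0.43 in G1 (-0.53 to -0.33). For Runx2 the reads were 31, 36 and 16, a log2 ratio of -0.71 in G2 (-1.68 to 0.20), while the summed FPKM gave 0.73, so the direction depends on the unit. Mef2c had 808, 607 and 316 reads, a log2 ratio of -1.11 in G2 (-1.31 to -0.93). Pdgfb had 696, 462 and 920 reads, and C3 had 123, 38 and 15.

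The sets of RNAs detected in ABs overlapped widely. Of the 72639 RNAs detected in pOC-ABs 88.7% were also detected in mOC-ABs, and of the 70347 in mOC-ABs 91.6% were also detected in pOC-ABs. Of the Y-linked genes, Ddx3y had 187, 235 and 145 reads, Eif2s3y 260, 370 and 272, Kdm5d 326, 205 and 229, and Uty 132, 128 and 115, and the mice were male.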
